# Pan-cancer analysis reveals cooperativity of both strands of microRNA that regulate tumorigenesis and patient survival

**DOI:** 10.1038/s41467-020-14713-2

**Published:** 2020-02-20

**Authors:** Ramkrishna Mitra, Clare M. Adams, Wei Jiang, Evan Greenawalt, Christine M. Eischen

**Keywords:** Cancer, Computational biology and bioinformatics, Data integration, Functional clustering, Gene regulatory networks

## Abstract

Recently, both 5p and 3p miRNA strands are being recognized as functional instead of only one, leaving many miRNA strands uninvestigated. To determine whether both miRNA strands, which have different mRNA-targeting sequences, cooperate to regulate pathways/functions across cancer types, we evaluate genomic, epigenetic, and molecular profiles of >5200 patient samples from 14 different cancers, and RNA interference and CRISPR screens in 290 cancer cell lines. We identify concordantly dysregulated miRNA 5p/3p pairs that coordinately modulate oncogenic pathways and/or cell survival/growth across cancers. Down-regulation of both strands of miR-30a and miR-145 recurrently increased cell cycle pathway genes and significantly reduced patient survival in multiple cancers. Forced expression of all four strands show cooperativity, reducing cell cycle pathways and inhibiting lung cancer cell proliferation and migration. Therefore, we identify miRNA whose 5p/3p strands function together to regulate core tumorigenic processes/pathways and reveal a previously unknown pan-cancer miRNA signature with patient prognostic power.

## Abstract (web summary)

5p and 3p miRNA strands have different mRNA-targeting sequences and may both functionally impact gene expression in cancer. Here, the authors undertake a pan-cancer analysis that indicates 5p/3p miRNA strands function together to regulate tumorigenic processes.

## Introduction

MicroRNA (miRNA) are small non-coding RNA that regulate gene expression by binding target messenger RNA (mRNA) and typically inhibiting translation^1,2^. Although individual miRNA are reported to have many critical roles in tumorigenesis^1,2^, much remains unknown. Moreover, there are >8300 miRNA identified in humans^3^, and each precursor miRNA consists of two mature miRNA strands (5p and 3p) that contain different mRNA-targeting sequences^4,5^. Recent evidence has shown the historical belief that one strand is degraded during miRNA biogenesis may not be correct^4,5^. Instead, depending on the tissue/cell type, developmental stage, or disease state both miRNA strands can be present or have altered expression^4,6,7^. In cancer in particular, genomic instability, epigenetic modifications, and alterations in transcription factors impact miRNA loci^1,8,9^, which can change the expression of precursor miRNA, resulting in altered levels of both the 5p and 3p strands^7^. However, due to the study of typically only one miRNA strand, the function of half of all miRNA has not been explored, missing the likely significant contributions many have to human cancers.

A limited number of studies have investigated the functions of both miRNA strands of specific miRNA in specific cancers^10–20^. For example, miR-31-5p and miR-31-3p are both upregulated in oral squamous cell carcinoma, but one counteracts the oncogenic function of the other^17^. The 5p and 3p strands of miR-582 and miR-28 are downregulated in bladder and colorectal cancer, respectively^15,16^. However, forced expression of miR-582-5p and miR-582-3p inhibited bladder cancer cell proliferation and tumor growth^15^, whereas forced expression of miR-28-5p, but not miR-28-3p, reduced colorectal cancer cell proliferation^16^. In miR-17 transgenic mice, both the 5p and 3p strands are overexpressed and the mice are predisposed to hepatocellular carcinoma^18^. Moreover, forced co-overexpression of miR-17-5p and 3p strands increased prostate cancer xenograft growth and invasion^19^. Therefore, miRNA have complex mechanisms of actions and the interplay between the 5p and 3p strands of individual miRNA in cancers remains largely unexplored.

As many cancer types rely on fundamental oncogenic pathways, a core set of mature miRNA may exist that are consistently dysregulated across cancer types and drive pan-cancer tumorigenesis by recurrently targeting and dysregulating genes in these critical pathways^21^. Currently, it remains unclear whether both strands of endogenous miRNA function cooperatively to regulate core oncogenic processes and pathways during tumorigenesis across cancers. To investigate this, we leveraged genome-scale RNA interference (RNAi) and CRISPR-based loss-of-function screens from hundreds of cell lines, and thousands of multi-omics profiles from 14 different cancer types available in The Cancer Genome Atlas (TCGA), and verified results with independent data sets and biological experiments. We systematically identified miRNA 5p/3p pairs that coordinately dysregulate oncogenic pathways across cancer types and determined that both miRNA strands of two top predicted miRNA cooperate to control cancer cell proliferation and migration, and constitute a core miRNA signature that correlates to patient survival across cancer types.

## Results

### miRNA 5p/3p pairs cooperatively modulate cancer cell growth

With the analysis of 396 human and 47 mouse miRNA expression profiles across different cell types, generated by Functional Annotation of the Mammalian Genome project^22^, we observed global concordance in 5p/3p expression changes. The observed concordance was significantly (*P* < 10^−74^, Wilcoxon rank-sum test) higher compared with the background miRNA pairs, which were selected randomly from different precursor miRNA (Fig. 1a). We obtained consistent results by analyzing 5238 TCGA miRNA expression profiles across 14 different cancer types (Fig. 1b; Supplementary Fig. 1 and Supplementary Table 1). For each cancer type, we analyzed 45−847 tumor and normal samples that had both miRNA and mRNA expression profiles. We identified 78-196 (average = 135) significantly dysregulated (1.5-fold-change with Benjamini–Hochberg (BH)^23^ adjusted *P* < 0.05) mature miRNA from each cancer type (Supplementary Fig. 2). Among those identified, 9–42 miRNA pairs (average = 23) originated from the same precursor miRNA. Irrespective of whether the 5p/3p pairs had significant dysregulation in cancer, their expression fold-changes had high concordance (Spearman’s *ρ* = 0.74; correlation *P* = 5.89 × 10^−289^) (Fig. 1c and Supplementary Fig. 3).

**Fig. 1:**
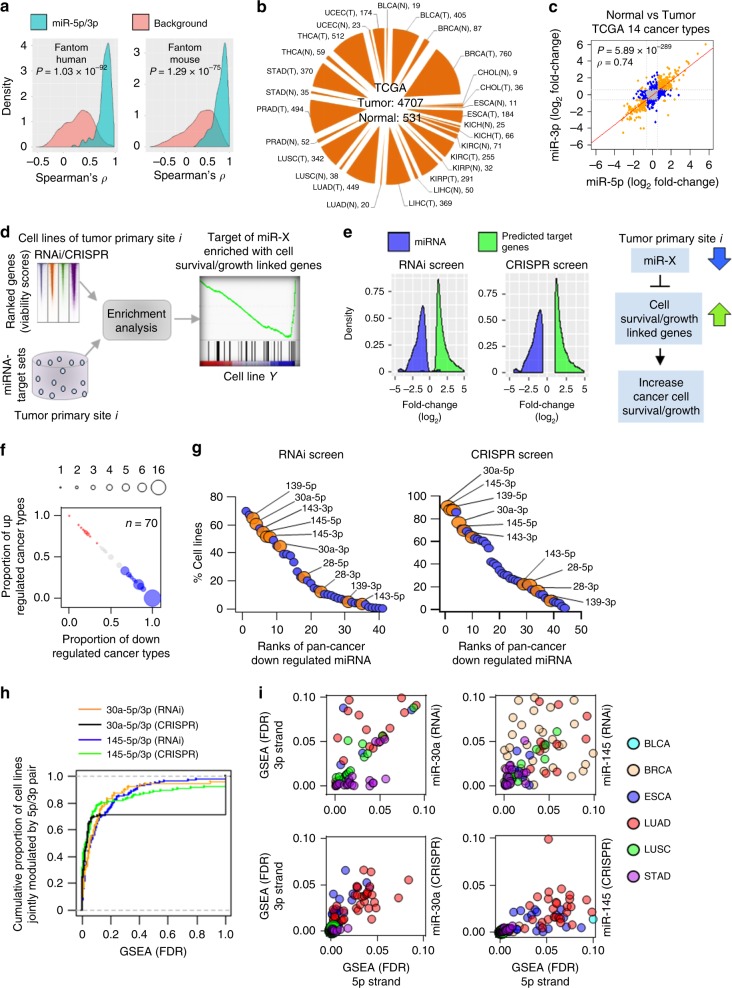
Associations between miRNA 5p/3p concordant expression changes and cancer cell viability/growth. **a** Density plots showing distribution of 5p/3p expression correlations (green) compared to the background miRNA pairs (red). *P*-values determined by two-tailed Wilcoxon rank-sum test. **b** Number of TCGA normal (N) and tumor (T) samples by cancer type used for analysis. **c** Scatterplot with regression line, Spearman correlation test score (*ρ*) and *P*-value (two-tailed) indicates degree of global concordance observed in expression fold-changes of 5p/3p pairs across 14 cancer types compared with the corresponding normal samples. Each dot represents fold-change of one 5p/3p pair in one cancer type. Significant differential expressions of both, one, and no strands denoted by orange, blue, and gray dots, respectively. **d** Integrative approach to predict whether individual miRNA target set is enriched with cell survival/growth-associated genes. **e** Density plots showing distribution of survival/growth-associated miRNA and gene expression changes in the tumor tissues compared with the respective normal tissues. Schematic diagram indicates potential association between miRNA downregulation and induced cell survival/growth. **f** Pan-cancer (≥5 cancer types) dysregulated miRNA (*n* = 70) were plotted. Blue and red dots indicate a trend of consistent down and upregulation, respectively, across the cancer types. Gray dots indicate random up- or downregulation. The proportion of down- or upregulations was indicated on the *x*- and *y*-axis, respectively. Size of individual dots correlates with number of miRNA. **g** List of miRNA (blue and orange circles) that were predicted to be associated with cancer cell viability/growth from RNAi or CRISPR screening data. *y*-axis indicates percentage of the cell lines with which these miRNA had association. Orange dots represent the 5p and 3p strands of a miRNA that both modulate cancer cell survival/growth. **h** Empirical cumulative distribution of cell lines (*y*-axis) whose survival/growth might be coordinately regulated by the indicated miRNA 5p/3p pairs, as determined by the GSEA with 10% FDR (*x*-axis). **i** Distribution of cancer cells of indicated cancer type whose survival/growth may be regulated by both miR-30a-5p and 3p (left) or both miR-145-5p and 3p (right) as determined from RNAi (top) and CRISPR (bottom) screening data. Dots represent cancer cell lines.

We investigated whether these concordantly dysregulated miRNA 5p/3p pairs work together to regulate specific biological functions. Genome-scale si/shRNA or CRISPR-based loss-of-function screens for 290 diverse cancer cell lines were available for the 9 cancer types we studied here (Methods section, Supplementary Table 2)^24–26^. This massive-scale resource provided an unprecedented opportunity to understand the relationship between miRNA expression and cell viability/growth from miRNA regulating genes that reduce the viability/growth of specific cancer cells upon their inactivation. A gene with a lower score in the screening data indicates the given cell line is more dependent on that gene for its survival/growth. We predicted cancer-specific miRNA-target gene sets and determined, using the gene set enrichment analysis (GSEA)^27^ embedded into R package WebGestaltR^28^, which target gene sets were significantly (FDR < 0.1) overrepresented at the bottom of the ranked gene list in the cancer cell lines of that cancer type (Methods section; Fig. 1d). The results indicate the regulating miRNA of those gene sets may negatively impact the growth and/or survival of the corresponding cancer cell lines.

We identified 71 miRNA from RNAi and 80 miRNA from CRISPR screening data with 66 being the same miRNA from both screens whose expression potentially inhibits growth and/or survival of cancer cell lines. We examined dysregulation patterns of these miRNA in the tumor tissues in TCGA of the same cancer types as the cell lines. We determined that 98% and 100% of the miRNA derived from the RNAi and CRISPR screens, respectively, had significant downregulation in the specific tumor type compared with the corresponding normal tissue (Fig. 1e). We also determined expression changes of the core enrichment genes in the selected gene sets with significant normalized enrichment scores (NES (FDR < 0.1)). From TCGA data, we observed that 99% and 100% of the genes identified from RNAi and CRISPR screens, respectively, had significant upregulation in the corresponding tumor types of the cell lines (Fig. 1e). Collectively, these results suggest that our identified cell survival/growth-inhibiting miRNA are downregulated during tumorigenesis, leading to elevated expression of their survival/growth-inducing target genes, and thereby, increasing cancer cell survival and/or growth (Fig. 1e).

Combining the results from both screens, we identified 70 miRNA that had significant dysregulation (1.5-fold-change, BH adjusted *P* < 0.05) in ≥5 TCGA cancer types. As our results suggest overexpression of these miRNA may induce cell death or inhibit cell growth, we focused on the most relevant miRNA by determining which had consistent downregulation across cancers (Fig. 1f). We identified 46 miRNA downregulated at least twice as frequently as they were upregulated, suggesting their downregulation may be selected for in the cancer cells. The same five miRNA (miR-28, miR-30a, miR-139, miR-143, miR-145) in the RNAi and CRISPR screening data showed both strands were downregulated across cancer types, indicating their downregulation may have allowed for the survival/growth of the cells that originated from these cancer tissues (Fig. 1g, Supplementary Tables 3 and 4). The data showed one strand of miR-30a and miR-145 only had <1.5-fold higher cell survival/growth association compared with the other strand, suggesting both strands may function together. Our data also suggest both strands of miR-30a and miR-145 potentially co-modulate survival/growth of a higher proportion of cancer cell lines compared with the other three miRNA 5p/3p pairs.

We determined from the RNAi screening data that 45–61% of the cell lines were negatively impacted by either the 5p or 3p strand of miR-30a or miR-145 (Fig. 1g). For the CRISPR screening data, the range was 70–91% (Fig. 1g). These cell lines correspond to eight cancer types (BLCA, BRCA, ESCA, LIHC, LUAD, LUSC, STAD, UCEC) in TCGA in which miR-30a and/or miR-145 strands were downregulated (Fig. 1g and Supplementary Tables 3 and 4). Of the cell lines whose survival/growth were potentially modulated by miR-30a or miR-145, we investigated which lines showed association from both strands. We determined the 5p and 3p strands of miR-30a coordinately associated with the survival/growth of 65% and 69% of the cell lines in the RNAi and CRISPR screening data, respectively, that correspond to 4 cancer types (ESCA, LUAD, LUSC, STAD) (Fig. 1h, i). For miR-145, both strands coordinately associated with the survival/growth of 63% and 77% of the cell lines in the RNAi and CRISPR screening data, respectively, that correspond to 6 cancer types (BLCA, BRCA, ESCA, LUAD, LUSC, STAD) (Fig. 1h, i). Combining the results from both screens, we determined that both strands of miR-30a and miR-145 may coordinately regulate the survival/growth of 79% and 63% of the cell lines, respectively. Collectively, we identified a set of miRNA whose both 5p and 3p strands are associated with cancer cell survival/growth, and the associations are reproducible in two different platforms. Specifically, this analysis revealed that downregulation of miR-30a and miR-145 5p/3p pairs may be necessary for pan-cancer cell survival and/or growth.

### miRNA 5p/3p pairs recurrently alter pathways across cancers

Given the lack of understanding of whether and the extent to which both strands of individual miRNA can cooperate to regulate specific cellular pathways that contribute to biological phenotypic changes in cancer cells, we developed a computational framework to identify pathways that were significantly impacted due to miRNA 5p/3p concordant dysregulation. We identified pan-cancer dysregulation of 26 miRNA 5p/3p pairs that were significantly dysregulated in ≥5 cancer types compared to corresponding normal samples (Supplementary Table 5). Ten had a trend of global downregulation and the remaining had global upregulation (Fig. 2a). This analysis revealed there are specific miRNA 5p/3p pairs that are coordinately up- or downregulated across different malignancies, suggesting their combined functions may be critical and thus, selected for during tumorigenesis.

**Fig. 2:**
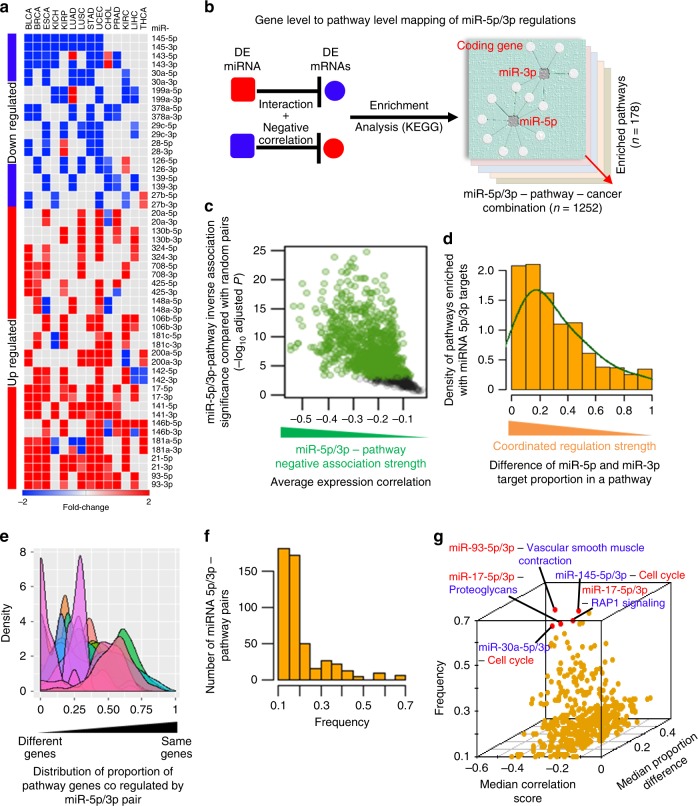
Identifying pan-cancer dysregulated miRNA 5p/3p pairs and their recurrent associations with oncogenic pathways across cancer types. **a** Heat map represents pan-cancer dysregulated 5p/3p pairs. Cancer types with red or blue color represent significant up- or downregulation, respectively, of the indicated mature miRNA. **b** Overview of approach used to identify miRNA 5p/3p regulated KEGG pathways in cancer. **c**, **d** Determining high-confidence 5p/3p pair–pathway associations based on whether **c** they had strong (green dots) inverse associations (*x*-axis) or not (black dots) comparing with the random pairs (*y*-axis); each dot represents one miRNA-pathway pair, and **d** the pathway genes were coordinately regulated by the 5p/3p pair. **e** Determining which 5p/3p pairs coordinately regulate pathways with a trend of co-targeting the same genes (*x*-axis, toward 1) or different genes (*x*-axis, toward 0) in the same pathway. Each density curve represents one 5p/3p pair and its potentially regulated pathways across cancer types. **f** Determination of pathways that were recurrently regulated by miRNA 5p/3p pairs across the cancer types. *x*-axis denotes frequency (number of cancer types with 5p/3p–pathway association divided by the number of cancer types the regulating 5p/3p pair had concordant dysregulation). **g** Three-dimensional scatter plot summarizes inversely associated (*x*-axis), coordinately regulated (*y*-axis) 5p/3p–pathway pairs that recurrently (*z*-axis) associated with cancer types where the corresponding regulating 5p/3p pairs had concordant dysregulation. Top five associations are indicated (red dots); red and blue words denotes up- and downregulation in cancer, respectively, compared to normal samples.

We performed pathway enrichment analysis on potential targets of the above pan-cancer dysregulated miRNA by determining which have altered expression in cancer compared with the corresponding normal samples and an inverse expression association with the potential regulating miRNA (Fig. 2b). We hypothesize this strategy may capture miRNA-mediated systems-level biological changes selected for during tumorigenesis. Genes potentially regulated by the 5p or 3p strand or both in a specific cancer type were used to determine in which pathways in the Kyoto Encyclopedia of Genes and Genome (KEGG)^29^ database they were significantly (BH adjusted hypergeometric test *P* < 0.05) enriched. For 14 different cancers, we identified 178 KEGG pathways (5p/3p pair–pathway–cancer combinations = 1252) that were altered in one or more cancer types potentially due to dysregulation of at least one 5p/3p pair (Fig. 2b). We scored individual 5p/3p–pathway pairs to statistically determine the pathways that were coordinately regulated by both strands with high confidence (Methods; Fig. 2c, d).

We determined the proportion of the target genes in each pathway that were potentially co-targeted by both 5p and 3p strands of the specific miRNA. From the pool of pathways that were coordinately regulated by individual 5p/3p pairs, the observed distributions prominently clustered the miRNA into three groups. Four miRNA 5p/3p pairs, including miR-145, co-target a low proportion (<11%; average fraction of predicted co-targets present in the specific miRNA-regulated pathway pool) of their target genes (Fig. 2e, extremely left-skewed density curves), indicating they preferentially target different genes in the same pathway. Three miRNA 5p/3p pairs, including miR-17, co-target a high proportion (54–59%) of their target genes (Fig. 2e, extremely right-skewed density curves), even though they do not have identical seed sequences. The remaining 14 miRNA 5p/3p pairs, including miR-30a, co-target 19–43% of the genes in the same pathways (Fig. 2e). Therefore, 5p and 3p strands of the identified miRNA can co-target the same genes or different genes in the same pathways, and are less likely to compete with each other compared to miRNA in the same family that have identical seed sequences.

We investigated the pathways that had recurrent up- or downregulation potentially due to down- or upregulation of the specific 5p/3p pairs, respectively. Among the 498 high-confidence 5p/3p–pathway pairs (5p/3p pair–pathway–cancer combinations = 761; Supplementary Table 6), we identified 20 that recurrently appeared in at least 50% of the cancer types where corresponding regulating 5p/3p pairs had concordant dysregulation (Fig. 2f, g and Supplementary Table 6). The top five recurrently associated 5p/3p–pathway pairs were comprised of two upregulated miRNA that recurrently downregulated three pathways (miR-17-5p/3p–Proteoglycans in cancer, miR-17-5p/3p–Rap1 signaling, and miR-93-5p/3p–Vascular smooth muscle contraction) and two downregulated 5p/3p pairs (miR-30a-5p/3p and miR-145-5p/3p) that recurrently upregulated cell cycle pathway genes in at least 2/3rd of the cancer types in which the 5p/3p pairs were dysregulated (Fig. 2g).

It was previously reported that the miR-17-5p/3p pair cooperatively regulates *TIMP3*, a member of the proteoglycans in cancer pathway. miR-17-5p/3p-mediated suppression of *TIMP3* may contribute to prostate cancer progression, invasion, and metastasis^19,30,31^. We determined that elevated levels of the miR-17-5p/3p pair recurrently suppressed the reported target gene and pathway across multiple cancers (Supplementary Fig. 4 and Supplementary Table 5). Our results indicate the miR-17-5p/3p pair may coordinately induce pan-cancer cell migration and metastasis by suppressing the proteoglycans pathway. For miR-93, both strands were reported elevated in invasive pituitary adenoma compared with pituitary adenoma tissue, indicating both strands may be dysregulated concordantly in tumorigenesis^32^. For miR-145 and miR-30a 5p/3p pairs, analysis of RNAi and CRISPR screening data and miRNA-pathway interactions data across multiple cancer types showed they may regulate the survival/growth of numerous cancer cell lines by concordantly modulating the expression of cell cycle pathway genes.

### Elevated miR-145 or 30a strands suppress cell cycle pathways

To further analyze whether our predicted miRNA-mediated pathway regulations captured the contribution of both 5p and 3p strands of individual miRNA, we evaluated the two top predicted miRNA-pathway associations (miR-145-cell cycle and miR-30a-cell cycle). With the analysis of microarray expression profiles (GSE48414)^33^ from the Gene Expression Omnibus database^34^, we determined significant downregulation of both miR-145-5p (3.12-fold-change; *P* = 2.52 × 10^−16^; *t*-test) and miR-145-3p (4.20-fold-change; *P* = 2.64 × 10^−21^; *t*-test) in the lung adenocarcinoma patient cohort compared to normal lung tissue (Fig. 3a). Furthermore, analyzing another independent data set (GSE107008), we determined transcriptome-wide mRNA expression changes induced by overexpression of either the miR-145-5p or 3p strand in LUAD and ESCA cancer cell lines. Using GSEA with the gene sets available in the KEGG or Reactome^35^ databases, we determined that overexpression of miR-145-5p or miR-145-3p resulted in suppression of pathways involved in cell cycle progression (Fig. 3b). Cell cycle, DNA replication, and mitotic cell cycle were among the top ten downregulated pathways that significantly decreased (FDR = 0) with increased expression of miR-145-5p or miR-145-3p in both LUAD and ESCA cancer cell lines.

**Fig. 3:**
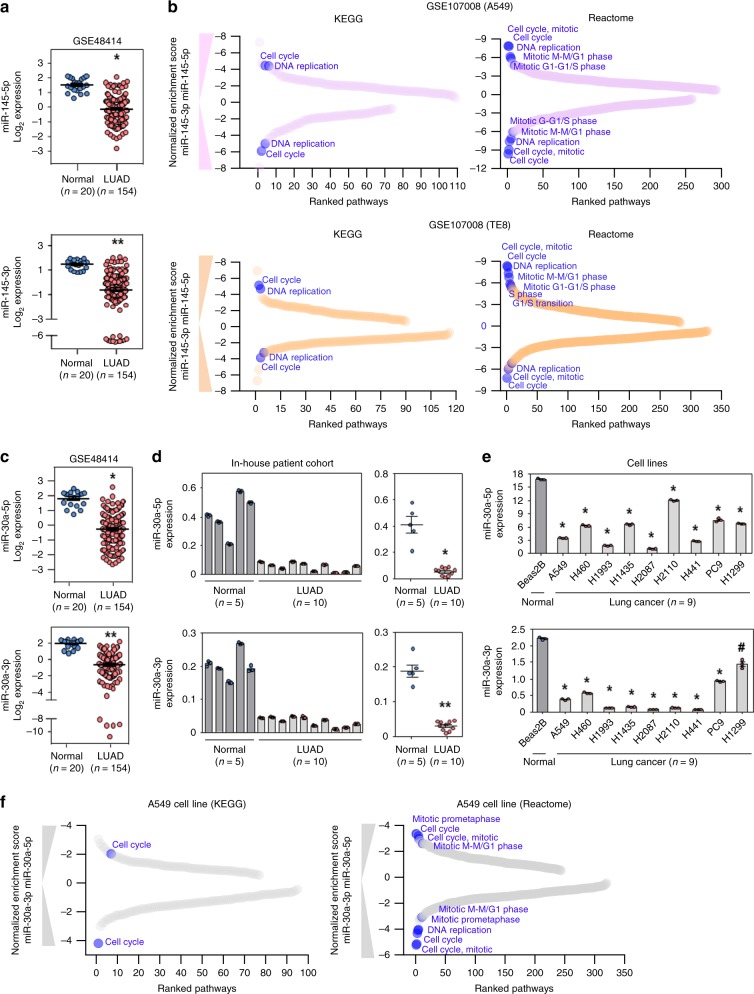
Individual strands of miR-145 and miR-30a independently modulate cell cycle-associated pathways. **a**, **c** Microarray to measure expression differences of miR-145-5p (*P = 2.52 × 10^−16^; **a** top), miR-145-3p (**P = 2.64 × 10^−21^; **a** bottom), miR-30a-5p (*P = 1.0 × 10^−19^; **c** top), and miR-30a-3p (**P = 7.08 × 10^−25^; **c** bottom) in an independent cohort of lung adenocarcinoma patient samples (*n* = 154) compared to normal (*n* = 20) lung tissue; two-tailed *t*-tests. **b**, **f** GSEA demonstrated downregulated pathways in miR-145-5p or miR-145-3p transfected A549 cells (**b** top) or TE8 cells (**b** bottom), and miR-30a-5p or miR-30a-3p transfected A549 cells (**f**), compared to the control cell line. Pathways were ranked (*x*-axis) on the basis of negative normalized enrichment scores (*y*-axis). Cell cycle-associated pathways that are within the top ten pathway list, are indicated and were significantly enriched (FDR < 0.05). **d** qRT-PCR (in triplicate) for miR-30a-5p (top) and miR-30a-3p (bottom) expression in patient samples of lung adenocarcinoma and normal lung tissue. Individual samples (left) and mean expression (right) shown; *P = 1.98 × 10^−6^, **P = 2.60 × 10^−8^, two-tailed *t*-tests. **e** qRT-PCR (in triplicate) for miR-30a-5p (top) and miR-30a-3p (bottom) levels in lung adenocarcinoma lines and a normal bronchial epithelial line; ^#^*P* = 6.62 × 10^−4^, *P < 6.05 × 10^−6^, two-tailed *t*-tests. For qRT-PCR (**d** and **e**), miRNA expression was normalized to endogenous small RNA *RNU6B* and presented as 2^−∆Ct^. Data are presented as mean values ± SEM in **a** and **c**–**e**. Source data are provided as a Source Data file.

From the independent microarray expression profiles, we also determined significant downregulation of both miR-30a-5p (4.23-fold-change; *P* = 1.0 × 10^−19^; *t*-test) and miR-30a-3p (5.97-fold-change; *P* = 7.08 × 10^−25^; *t*-test) in lung adenocarcinoma patient samples compared to normal lung tissue (Fig. 3c)^33^. Furthermore, using quantitative reverse transcription PCR (qRT-PCR) we confirmed significant downregulation of both miR-30a-5p (*P* = 1.98 × 10^−6^; *t*-test) and miR-30a-3p (*P* = 2.60 × 10^−8^, *t*-test) in our own lung adenocarcinoma patient cohort compared to normal lung tissue (Fig. 3d). Similarly, we determined levels of miR-30a-5p and miR-30a-3p were significantly (*P* < 6.63 × 10^−4^, *t*-test) reduced across a panel of lung adenocarcinoma cell lines compared to a normal bronchial epithelial cell line (Fig. 3e).

To gain insight into regulatory mechanisms of individual miRNA strands, we performed whole transcriptome RNA-sequencing expression profiling following transfection of miR-30a-5p or miR-30a-3p mimics into A549 lung adenocarcinoma cells and evaluated transcriptome-wide mRNA expression changes compared to samples with a negative control RNA. 

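The experiment comprised 9 RNA-sequencing libraries of A549 cells, an established human lung adenocarcinoma cell line. Cells were transfected with negative control RNA, the miR-30a-5p mimic or the miR-30a-3p mimic, with 3 replicates per group, and harvested after 72 h. A miRNA mimic is a synthetic double-stranded RNA that delivers a single mature strand to the cell. The paper's text gives several mimic concentrations for its transfections without naming the one used for RNA-sequencing, and the sample descriptions that accompany the data give 20 nM. Both mature strands derive from the hairpin gene MIR30A (ENSG00000207827), which lies on chromosome 6 of GRCh37 from 72113254 to 72113324 on the minus strand, within the span of the long noncoding RNA gene LINC00472. The miR-30a-5p strand, UGUAAACAUCCUCGACUGGAAG, maps to positions 72113298 to 72113319 of the hairpin, and the miR-30a-3p strand, CUUUCAGUCGGAUGUUUGCAGC, to positions 72113257 to 72113278. MIR30A is not among the genes listed in the count data, so the level of the hairpin transcript was not analysed here. The authors deposited the number of reads counted on each gene, without normalization. Total counts per library were between 21657506 and 22281820 with negative control RNA (median 22263965), between 18983339 and 21784803 with the miR-30a-5p mimic (median 19207291) and between 18805133 and 21073017 with the miR-30a-3p mimic (median 19019174). Reads carry no molecular identifiers, so counting error understates the uncertainty of each value. Genes with low counts were removed with edgeR's filterByExpr (minimum count 10, minimum total 15), which left 15542 genes. Counts were normalized by edgeR's TMM method and are given as CPM, that is, scaled to a common library size, with factors between 0.949 and 1.05, and the 9 libraries were fitted together with 6 residual degrees of freedom. Replicate numbers are shared across the 3 groups. After removal of group means, expression profiles of same-numbered libraries had a mean correlation across genes of -0.0535 over 9 pairs, and differently numbered libraries of different groups had 0.0268 over 18 pairs, with genes not being independent replicates. The fit therefore treated libraries as unpaired, and values from a fit with the replicate number as a block are given beside the results.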

Using GSEA, based on KEGG and Reactome databases, we determined several cell cycle-linked pathways, including cell cycle, mitotic cell cycle, DNA replication, mitotic prometaphase, and mitotic M-M/G1 phase were in the top ten pathway list that were significantly (FDR < 0.05 for KEGG and FDR = 0 for Reactome) downregulated in both miR-30a-5p and miR-30a-3p transfected lung adenocarcinoma cells (Fig. 3f).

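Genes of the KEGG cell cycle and DNA replication pathways were listed by symbol before the counts were examined, as the database's own gene sets and Reactome were not used here. Of these, 116 of 124 cell cycle genes and 35 of 36 DNA replication genes passed the expression filter. All tested genes were ranked by the signed square root of the quasi-likelihood F statistic and analysed by GSEA with fgsea, and p-values were adjusted over 8 tests by the Benjamini-Hochberg method. With the miR-30a-3p mimic, the cell cycle genes had a normalized enrichment score of -2.18 (adjusted p = 7.84e-08), a median log2 fold change of -0.17, and 89 of 116 genes lower than with negative control RNA. The DNA replication genes had a score of -1.59 with this mimic (adjusted p = 0.0288), a median of -0.11, and 27 of 35 genes lower. With the miR-30a-5p mimic, 69 of the 116 cell cycle genes were lower and their median log2 fold change was -0.06, while the enrichment score was 1.09 (adjusted p = 0.297). The DNA replication genes had a score of 1.36 (adjusted p = 0.0927) and a median of 0.08 with this mimic, and 14 of 35 genes were lower. The alternative that moved the cell cycle score of the miR-30a-5p mimic most was the omission of the filter on low counts, which gave -1.42 (adjusted p = 0.0249). Across its alternatives this score ranged from -1.42 to 1.19. With a replicate block, the cell cycle scores were 1.04 (miR-30a-5p) and -2.15 (miR-30a-3p) and the DNA replication scores 1.40 and -1.61. The p-values of GSEA come from permuting genes and do not include the spread between libraries. Other splits of the 6 libraries of each comparison gave cell cycle scores of 0.734 to 1.67 in size for the miR-30a-5p mimic and of 1.36 to 1.93 for the miR-30a-3p mimic, against 1.20 and 2.20 for the real splits fitted in the same way. For the DNA replication genes, other splits gave scores of 0.788 to 1.60 and of 0.520 to 2.23 in size, against 1.56 and 1.56 for the real splits. Every other split sets mostly mimic libraries against mostly control libraries, so a real effect can raise its scores too. The call of the DNA replication genes with the miR-30a-3p mimic held in 10 of 15 alternatives. Among single cell cycle genes, 26 were lower and 20 higher with the miR-30a-5p mimic at an adjusted p under 0.05 over all tested genes, and 33 and 22 when the adjustment covered the list alone. The miR-30a-3p mimic lowered 41 and raised 8, or 45 and 8 over the list alone. DBF4 (ENSG00000006634; chromosome 7, 87505531 to 87538868), which overlaps SLC25A40 on the other strand, had 45.6 ± 4.94 CPM with negative control RNA (SD, n = 3), 29.8 ± 1.28 with the miR-30a-5p mimic and 32.2 ± 3.05 with the miR-30a-3p mimic. Its log2 fold change was -0.61 (standard error 0.0942, adjusted p = 0.000294) with the miR-30a-5p mimic and -0.50 (standard error 0.0938, adjusted p = 0.00146) with the miR-30a-3p mimic by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Listed genes were ranked among those with an adjusted p under 0.05, at least 1 CPM in the higher group and no overlap between the groups' libraries. After DBF4, the largest falls with the miR-30a-5p mimic were YWHAZ (log2 fold change -0.57), SFN (-0.56), CDKN2C (-0.51) and STAG1 (-0.49). STAG1 overlaps the pseudogene DNAJC8P2 on the same strand. CDK6 (ENSG00000105810; chromosome 7, 92234235 to 92465887), which overlaps CDK6-AS1 on the other strand, fell with the miR-30a-3p mimic from 54.8 ± 3.57 to 29.7 ± 6.399 CPM (SD, n = 3), a log2 fold change of -0.88 (standard error 0.127, adjusted p = 0.000218 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TGFB2 (log2 fold change -1.18) and SMAD3 (-0.66), both overlapped by transcripts of the other strand, and ORC3 (-0.56) completed the largest falls with this mimic. The largest rises on the list, chosen by the same conditions after the values were seen, included CCNE1 (ENSG00000105173; chromosome 19, 30302898 to 30315219) with the miR-30a-5p mimic, from 11.0 ± 0.376 to 23.4 ± 1.31 CPM (SD, n = 3). Its log2 fold change was 1.08 (standard error 0.104, adjusted p = 6.36e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was the only tested gene of the list past the 2-fold threshold at an adjusted p under 0.05 with this mimic. CDC25A (log2 fold change 0.86) and TGFB1 (0.86), both overlapped by genes of the other strand, GADD45B (0.81) and E2F2 (0.76) followed. With the miR-30a-3p mimic, the largest rises by these conditions were GADD45B (0.81) and SKP2 (0.68), which overlaps NADK2 on the other strand. CDKN2C (0.39), ANAPC11 (0.36), which overlaps NPB on the same strand, and PCNA (0.28) followed. CCNA1 (1.78), the only listed gene past the 2-fold threshold in its rise with this mimic, did not meet the conditions. Nor did TGFB3 (0.40) and CDC26 (0.38).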

The cell cycle pathway was predicted to be regulated by miR-145-5p/3p in 6 different TCGA cancers (BLCA, ESCA, LUAD, LUSC, STAD, UCEC) and by miR-30a-5p/3p in four cancers (ESCA, LUAD, LUSC, STAD). We assessed variation of cell cycle pathway activation levels in individual tumor samples of these cancer types using single-sample gene set enrichment analysis (SSGSEA)^36^. We determined that individual patients with higher cell cycle activation signals had significantly lower expression of miR-145-5p, miR-145-3p, miR-30a-5p, and miR-30a-3p compared to patients with a lower cell cycle activation signal of the above cancer types, except UCEC (Supplementary Fig. 5a, b). Therefore, using independent lung cancer validation data, we verified decreased levels of individual strands of both miR-145 and miR-30a in multiple cancers. Furthermore, using perturbation data, we verified that elevated expression of these individual mature strands results in suppression of cell cycle pathways.

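Genes of the S and G2/M phases were taken from the lists distributed with Seurat, of which 42 and 54 genes were tested. With the miR-30a-5p mimic, 46 of the 54 G2/M genes were lower than with negative control RNA, at a median log2 fold change of -0.21 and an enrichment score of -2.26 (adjusted p = 1.43e-06). With the miR-30a-3p mimic, 48 were lower, at a median of -0.27 and a score of -2.51 (adjusted p = 5.68e-09). Of the G2/M genes, 43 were lower with both mimics. S phase genes moved in opposite directions with the strands. Their median log2 fold change was 0.22 with the miR-30a-5p mimic (score 1.77, adjusted p = 0.00385) and -0.14 with the miR-30a-3p mimic (score -1.93, adjusted p = 0.00189). Of the 42 genes, 23 were higher with miR-30a-5p and lower with miR-30a-3p, and 10 were lower with both. These directions held with TMM factors, RLE factors, DESeq2's size factors and library sizes alone. At an adjusted p under 0.05 over all tested genes, the miR-30a-5p mimic lowered 2 and raised 18 S phase genes and the miR-30a-3p mimic lowered 13 and raised 1. When the adjustment covered the list alone, these counts were 2 and 20, and 15 and 1. For the G2/M genes they were 21 lower and 1 higher with the miR-30a-5p mimic, and 31 and 0 with the miR-30a-3p mimic, or 22 and 1, and 33 and 0, over the list alone. In a direct contrast of the mimics, which was not among the comparisons set beforehand, S phase genes were higher with miR-30a-5p than with miR-30a-3p (score 2.26, adjusted p = 1.33e-06 over 4 tests; median log2 difference 0.34), and the G2/M genes showed no difference past the threshold (score 1.18, adjusted p = 0.217). Ranking genes by log2 fold change lowered the S phase score of the miR-30a-5p mimic to 1.31 (adjusted p = 0.163, within a range of scores from 1.31 to 1.97 over its alternatives). With a replicate block, the S phase scores were 1.78 and -1.93 and the G2/M scores -2.31 and -2.53 for the miR-30a-5p and miR-30a-3p mimics. Other splits of the 6 libraries of each comparison reached G2/M scores of 2.447 and 2.505 in size and S phase scores of 2.18 and 1.86, against 2.27 and 2.49 and 1.91 and 1.84 for the real splits, each given for miR-30a-5p and then miR-30a-3p. Those splits keep most mimic libraries on a side, so a real effect can raise their scores and they do not measure chance alone.

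**Figure D1:**
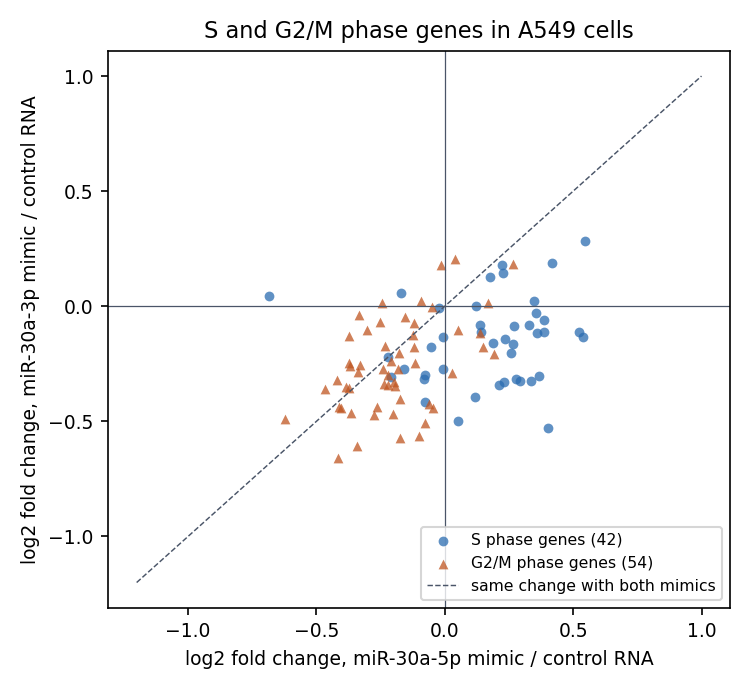
Log2 fold change of each S phase and G2/M phase gene with the miR-30a-5p mimic (horizontal axis) and the miR-30a-3p mimic (vertical axis), each against negative control RNA. Each point is a gene, estimated from 3 replicates per group. Of the 54 G2/M genes, 43 lie in the lower left, and 23 of the 42 S phase genes lie in the lower right.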

### miR-30a strands hinder lung cancer proliferation and movement

As previous reports confirmed increased miR-145-5p and miR-145-3p expression decreases proliferation and movement of lung adenocarcinoma^37^, lung squamous cell carcinoma^38^, and bladder cancer^39^ cell lines, we focused on miR-30a^28^. Our RNA-seq data revealed significantly downregulated genes (≥2-fold-change with BH adjusted *P* < 0.05) either in miR-30a-5p or miR-30a-3p transfected lung adenocarcinoma cells compared to the cells transfected with negative control RNA. These genes were significantly enriched, as determined by the WebGestalt tool^28^, with critical gene ontology biological processes that induce cell growth and movement (Fig. 4a, Supplementary Table 7). 

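With at least a 2-fold change and a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test, 171 genes were lower with the miR-30a-5p mimic than with negative control RNA, and 187 were lower with the miR-30a-3p mimic. The setting that moved these counts most was the removal of the fold threshold, which gave 2398 and 2252 lower genes. The test glmTreat, which asks whether a change exceeds 2-fold, left 20 and 39 genes. With a replicate block, 156 and 178 genes were lower. Changed genes in either direction included many of low expression: 146 genes past both thresholds with the miR-30a-5p mimic and 130 with the miR-30a-3p mimic had under 1 CPM. The values of the 3 mimic and 3 control libraries did not overlap in 51.2% of tested genes for miR-30a-5p and 42.6% for miR-30a-3p, where chance gives 10%. Among called genes with at least 1 CPM in the higher group and no overlap between the groups' libraries, the largest fall with the miR-30a-5p mimic was in EGR1 (ENSG00000120738; chromosome 5, 137801168 to 137804992), from 52.6 ± 5.74 to 5.84 ± 1.22 CPM (SD, n = 3). Its log2 fold change was -3.16 (standard error 0.144, adjusted p = 4.98e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). UNC5B (ENSG00000107731; chromosome 10, 72972327 to 73062621), which overlaps UNC5B-AS1 on the other strand, fell from 42.2 ± 1.17 to 8.38 ± 0.850 CPM (SD, n = 3), a log2 fold change of -2.33. FOSB (-2.74), which overlaps ERCC1 on the other strand, the long noncoding RNA KRTAP5-AS1 (-2.56), which is antisense to DUSP8, and ENSG00000258486 (-2.51), which has no entry in the annotation used here and varied widely among the control libraries, completed the largest falls. EGR1 (-1.895), FOSB (-1.948) and UNC5B (-1.009) were also at least 2-fold lower with the miR-30a-3p mimic. KRTAP5-AS1 and ENSG00000258486 were not past the threshold with that mimic. With the miR-30a-3p mimic, ITGBL1 (ENSG00000198542; chromosome 13, 102104944 to 102373206), which overlaps FGF14 on the other strand, fell from 1.97 ± 0.377 to 0.221 ± 0.0391 CPM (SD, n = 3). Its log2 fold change was -3.14 (standard error 0.335, adjusted p = 1.64e-05 by the same test with Benjamini-Hochberg adjustment in edgeR). AOX1 (-2.99), PSG4 (-2.78), whose reads can be shared with other members of the PSG family, and ANKRD2 (-2.54) also fell in log2 fold change. The counting rule for reads on overlapping genes and the strandedness of the libraries are not stated in the paper's text.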

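A list of 139 genes that promote cell migration was written by symbol before the counts were examined, since the gene ontology terms used with WebGestalt were not analysed here. Of these, 119 were among the tested genes, which served as the background. The list contained 18 of the 328 genes at least 2-fold lower with either mimic, an odds ratio of 8.68 (95% confidence interval 4.89 to 14.7, p = 5.81e-11, two-sided Fisher's exact test). In other terms, 15.1% of the listed genes and 2.11% of all tested genes were lower. Among the 898 genes at least 2-fold higher with either mimic, the list had 5 members (CD44, F3, HBEGF, ITGB3 and PLAU, named here after their values were seen), an odds ratio of 0.714 (95% confidence interval 0.227 to 1.72, p = 0.691, two-sided Fisher's exact test). Removal of the fold threshold moved the odds ratio among lower genes most, to 2.72 (p = 1.78e-07 by Fisher's exact test), and a replicate block gave 9.33. AXL (ENSG00000167601; chromosome 19, 41725128 to 41767671), which overlaps ENSG00000269652 on the other strand, fell with the miR-30a-3p mimic from 221.6 ± 4.10 to 78.0 ± 4.20 CPM (SD, n = 3), a log2 fold change of -1.51 (standard error 0.0660, adjusted p = 4.64e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCN1 had a log2 fold change of -1.93 and NRP2, which overlaps ENSG00000225216 on the other strand, of -1.74 with this mimic. With the miR-30a-5p mimic, AXL was higher, at a log2 fold change of 0.22 (adjusted p = 0.0169 by the same edgeR test). CCN1 had -0.34 and NRP2 -0.07 with that mimic, so none of these 3 genes was at least 2-fold lower with it. PLAU (ENSG00000122861; chromosome 10, 75668935 to 75677254), which overlaps C10orf55 on the other strand, changed in opposite directions, with a log2 fold change of -1.61 with the miR-30a-3p mimic (adjusted p = 9.01e-07) and 1.87 with the miR-30a-5p mimic (adjusted p = 2.39e-08), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

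**Figure D2:**
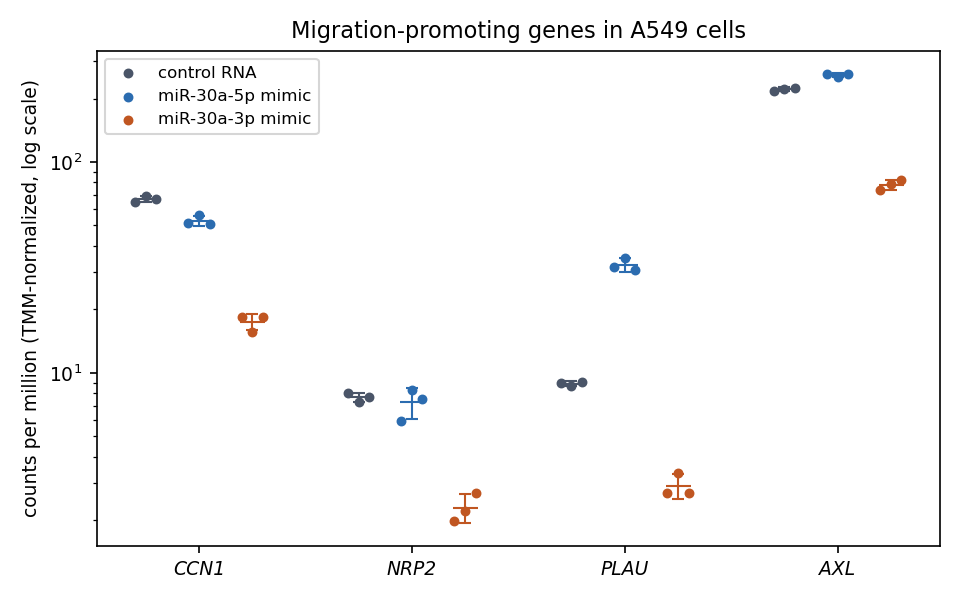
TMM-normalized CPM, on a log scale, of 4 migration-promoting genes that fell with the miR-30a-3p mimic, in each of the 3 replicates with negative control RNA, the miR-30a-5p mimic and the miR-30a-3p mimic. Points are libraries, horizontal lines are means and bars are SDs (n = 3). AXL and PLAU each lie above their control values with the miR-30a-5p mimic and below them with the miR-30a-3p mimic.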

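The same thresholds called 589 genes higher with the miR-30a-5p mimic and 428 higher with the miR-30a-3p mimic, which were 77.5% and 69.6% of all genes called for each mimic. A replicate block gave 551 and 384. The share of higher genes stayed between 76.5% and 80.7% for miR-30a-5p and between 66.7% and 72.6% for miR-30a-3p across the alternatives that kept the 2-fold threshold, glmTreat aside. Without a fold threshold this excess was absent or small, with 2442 genes higher and 2398 lower for miR-30a-5p and 2148 higher and 2252 lower for miR-30a-3p. With glmTreat, 82 genes were higher and 20 lower for miR-30a-5p, and 53 higher and 39 lower for miR-30a-3p. With the miR-30a-5p mimic, CST1 (ENSG00000170373; chromosome 20, 23728199 to 23731905), a member of a cystatin family with close paralogs, rose from 6.18 ± 0.497 to 110.3 ± 1.93 CPM (SD, n = 3), a log2 fold change of 4.16 (standard error 0.0996, adjusted p = 9.1e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL34 was at least 16.1-fold higher, as its control libraries were at or under the floor of 3 counts. SFTPD (log2 fold change 4.38), which overlaps ZNRF2P3 on the other strand, SAA1 (4.17), which has a close paralog, and MUC16 (4.01) followed. Their sizes rest on few control reads, with counts of 4, 2 and 0 for SFTPD, 5, 0 and 2 for SAA1, and 11, 0 and 0 for MUC16. With one replicate left out, the log2 fold changes ranged from 3.82 to 5.29, from 3.62 to 5.29 and from 3.43 to 8.835. With the miR-30a-3p mimic, CES1 (ENSG00000198848; chromosome 16, 55836763 to 55867249), which has paralogs, rose from 0.504 ± 0.133 to 6.11 ± 0.331 CPM (SD, n = 3), a log2 fold change of 3.58 (standard error 0.279, adjusted p = 9e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The pseudogene CES5AP1 was at least 7.70-fold higher against the same floor. SLC13A2 (3.51), which overlaps RSKR on the other strand, and the antisense transcript TNFRSF14-AS1 (3.31) also rose. A hand-written list held 84 genes that restrain cell migration, of which 70 were tested. Of these, 8 were at least 2-fold higher with either mimic, or 11.4% against 5.78% of all tested genes, an odds ratio of 2.11 (95% confidence interval 0.871 to 4.45, p = 0.0634, two-sided Fisher's exact test). Past the threshold of 0.05 were the fits without a filter on low counts (2.56), with at least 1 CPM in 3 libraries (2.55), with library sizes alone (2.31), with a replicate block (2.30) and without a fold threshold (2.12), and 3 of the 9 fits that each left out a replicate, among odds ratios of 1.62 to 2.86. A single listed gene, SLIT3, which was named after its values were seen, was lower. SFRP1 (ENSG00000104332; chromosome 8, 41119481 to 41166992), which overlaps ENSG00000253509 on the same strand, rose from 4.93 ± 0.362 to 21.1 ± 1.46 CPM with the miR-30a-5p mimic (SD, n = 3), a log2 fold change of 2.10. RGCC had log2 fold changes of 1.78 with miR-30a-5p and 1.85 with miR-30a-3p, and IGFBP5, which overlaps DIRC3-AS1 on the other strand, of 1.38 and 1.01. SPINT1, which overlaps SPINT1-AS1, had 1.50 with miR-30a-5p (adjusted p = 0.0266) and MARVELD3, which overlaps PHLPP2 on the other strand, 1.38 with miR-30a-3p (adjusted p = 0.00959), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Control means of RGCC, IGFBP5, SPINT1 and MARVELD3 were only 0.9518, 0.797, 0.2306 and 0.7485 CPM. The call of SPINT1 held in 7 of 13 alternatives and that of IGFBP5 with miR-30a-3p in 11 of 14, while the others held in all.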

Upregulated genes were enriched with the gene ontology terms that suppress cell movement (Supplementary Table 8). These results suggest elevated miR-30a-5p and miR-30a-3p may suppress LUAD cell proliferation and movement. 

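The genes lower with the individual strands overlapped: 30 were at least 2-fold lower with both mimics, where 2.06 are expected from the sizes of the lists (odds ratio 20.6, p = 1.38e-26, two-sided Fisher's exact test). Genes at least 2-fold higher with both mimics numbered 119, where 16.2 are expected (odds ratio 12.0, p = 6.81e-71, two-sided Fisher's exact test). A replicate block left 27 genes lower with both. The comparisons share the control libraries, so unrelated effects of the mimics could exceed the overlaps expected from the sizes of the lists. The Fisher tests do not allow for this, and overlaps with separate control libraries were not counted. Of 100 splits of the 9 libraries, the real one included, 9 gave as many genes lower with both. Among these 9, 2 others keep the real groups with a mimic in the place of the control. The log2 fold changes of the mimics had a correlation of 0.408 across genes when all control libraries were used for both, and between 0.194 and 0.314 over the 6 ways of giving each mimic control libraries of its own. In a direct contrast of the mimics, 868 genes differed by at least 2-fold at an adjusted p under 0.05. From the genes lowered by either mimic and their enriched processes, together with the genes raised, the paper proposes that elevated levels of both strands may reduce proliferation and movement of lung adenocarcinoma cells.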

To evaluate the biological effects of miR-30a-5p and 3p on lung cancer cell growth, we separately overexpressed these miRNA in two lung cancer cell lines (A549 and H1993) that had reduced endogenous levels of these miRNA strands (Fig. 3e). Increased levels of either miR-30a-5p or 3p at two different concentrations resulted in decreased lung cancer cell growth compared to the control RNA in both lung cancer lines (Fig. 4b and Supplementary Fig. 6). To test the biological effects of miR-30a on cell movement, we overexpressed each strand individually or control RNA and performed transwell migration assays. As previously reported, miR-30a-5p inhibited cell migration in A549 cells^40^. Overexpression of miR-30a-3p also inhibited cell migration, but to a greater extent than miR-30a-5p, indicating both strands independently control cell movement (Fig. 4c). These data further demonstrate that both strands of miR-30a contribute to cancer cell proliferation and migration.

**Fig. 4:**
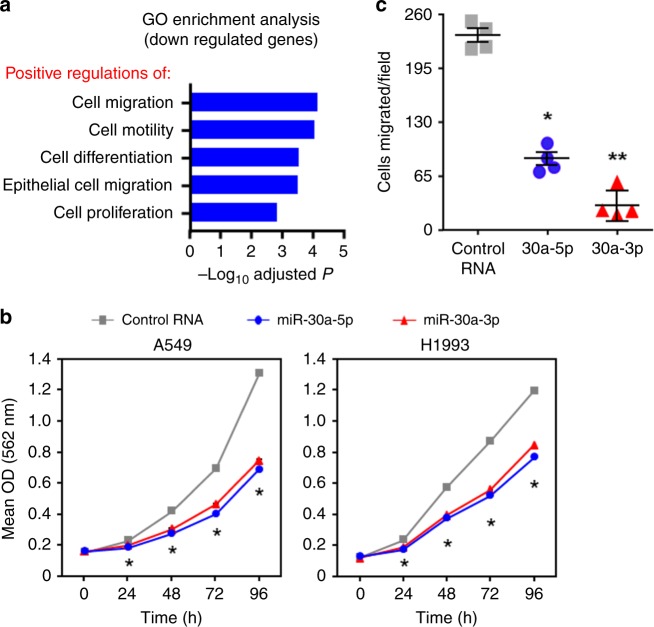
Increased levels of miR-30a-5p and miR-30a-3p decreased lung cancer cell growth and migration. **a** Gene Ontology enrichment analysis based on genes that were significantly downregulated by either miR-30a-5p or miR-30a-3p determined from our RNA-seq data (GSE142695). Biological processes that were significantly enriched with downregulated genes are indicated. **b** Lung adenocarcinoma lines were transfected with 100 nM miR-30a-5p mimic, miR-30a-3p mimic, or a negative control RNA. MTT assays were performed at the indicated intervals in quadruplicate. Each assay was performed at least four independent times for both cell lines; a representative experiment is shown. For A549, *P < 2.43 × 10^−3^; for H1993, *P < 2.91 × 10^−6^; two-tailed *t*-tests (comparing 5p or 3p mimic to control RNA); error bars are within the symbols. **c** A549 cells transfected with miR-30a-5p mimic, miR-30a-3p mimic, or control RNA and transwell migration assays performed. Results from one representative experiment from two independent experiments performed is shown; *P = 1.11 × 10^−5^, **P = 3.15 × 10^−6^, two-tailed *t*-tests (comparing 5p or 3p mimic to control RNA, respectively). Data are presented as mean values ± SEM in **b** and **c**. Source data are provided as a Source Data file.

### Both miR-145 and 30a 5p/3p pairs cooperate in lung cancer

Since pathways can be modulated by changes in gene expression due to genetic alterations (e.g., copy number) or epigenetic modification (e.g., methylation), we investigated whether miR-30a and miR-145-mediated cell cycle pathway modulation in 14 TCGA cancer types were influenced by such modifications. We conducted a multivariate regression analysis to determine miRNA-mediated mRNA expression changes accounting for the noise from copy number changes and DNA methylation (Fig. 5a). For LUAD, we identified predicted target mRNA that had significant negative associations (BH adjusted regression *P* < 0.05) with miR-30a-5p, 30a-3p, 145-5p, and 145-3p. We determined that each miRNA strand significantly suppressed a subset of the previously reported gold-standard common essential genes^41^. These predicted target essential genes were significantly more depleted in cells with elevated regulating miRNA compared with the remaining genes (*P* < 3.3 × 10^−9^; two-tailed Kolmogorov–Smironov test; Fig. 5b and Supplementary Fig. 7). 

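Genes of 10 families of core cellular machinery were listed by symbol before the counts were examined, since the essential gene list and the miRNA-gene pairs from tumor data that define the sets of Fig. 5b were not used here. These genes had a median log2 fold change below that of the remaining genes by a difference of -0.03 with the miR-30a-5p mimic (p = 0.001, two-sided Kolmogorov-Smirnov test across genes, n = 273 and n = 15269 genes). With the miR-30a-3p mimic the difference was -0.08 (p = 5.21e-06, the same test, n = 273 and n = 15269 genes). This test responds to any difference between distributions, spread included. Its p-values, here and below, therefore do not test the median differences they stand beside. With a replicate block the differences were -0.0285 and -0.0799. With one replicate left out, they ranged from -0.0393 to -0.0197 for miR-30a-5p and from -0.155 to -0.0392 for miR-30a-3p. Other splits of the 6 libraries of each comparison reached differences of 0.0340 and 0.146 in size, against 0.0288 and 0.079 for the real splits. At an adjusted p under 0.05 over all genes, 57 of them were lower and 25 higher with miR-30a-5p, and 74 lower and 22 higher with miR-30a-3p. Omission of the DNA replication and mitosis families moved the miR-30a-3p result most, to a difference of 0.01 (p = 7.96e-05, the same test, n = 206 genes). Omission of the ribosomal proteins moved both results the other way, to -0.15 with miR-30a-5p, its largest move among the alternatives set beforehand, and -0.16 with miR-30a-3p. The families differed in direction, with adjustment over 20 tests by the Benjamini-Hochberg method. A change of scaling shifts all genes nearly alike, so it cannot test these differences. The sign of each family's own median log2 fold change was the same under the 4 scalings tried, except for RNA polymerase II genes with miR-30a-3p. Mitosis genes were lower with both mimics, by differences of -0.19 (adjusted p = 0.00052) and -0.27 (adjusted p = 2.82e-07) for miR-30a-5p and miR-30a-3p. Proteasome genes were lower by -0.21 (adjusted p = 0.000277) and -0.07 (adjusted p = 0.00766). DNA replication genes differed from the remaining genes by 0.08 with miR-30a-5p (adjusted p = 0.0121) and -0.16 with miR-30a-3p (adjusted p = 0.0113). Splicing genes and tRNA synthetases were also lower with both mimics, and ribosomal protein genes were higher with both. The chaperonin and COPI families, with 8 and 7 genes, are too small for the large-sample p of this test, and their differences were -0.14 and -0.19 with miR-30a-5p and -0.21 and -0.10 with miR-30a-3p. RNA polymerase II and translation initiation genes were not past the threshold with either mimic. The test against remaining genes treats genes as independent. In an alternative chosen after seeing the data, the essential-family genes were restricted to those with a seed site of the transfected strand, which gave differences of -0.19 for miR-30a-5p (n = 28 genes, p = 0.00277) and -0.11 for miR-30a-3p (n = 30 genes, p = 0.269) by the two-sided Kolmogorov-Smirnov test. Seed sites were searched over all tested genes in the longest annotated 3'UTR, as TGTTTAC for miR-30a-5p and ACTGAAA for miR-30a-3p. Genes with a miR-30a-5p site had a median log2 fold change of -0.09 with that mimic and genes without had 0.04, a difference of -0.13 (n = 2447 and n = 8723 genes, p = 4.34e-47, two-sided Kolmogorov-Smirnov test). For miR-30a-3p sites the medians with that mimic were -0.11 and 0.07, a difference of -0.18 (n = 2937 and n = 6296 genes, p = 1.01e-99, two-sided Kolmogorov-Smirnov test). The miR-30a-3p difference moved most without replicate 3 of that mimic, to -0.10. A replicate block gave -0.132 and -0.186. Of the genes with a site, 1.23% were at least 2-fold lower with miR-30a-5p and 1.50% with miR-30a-3p, against 0.848% and 0.953% of the genes without.

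**Figure D3:**
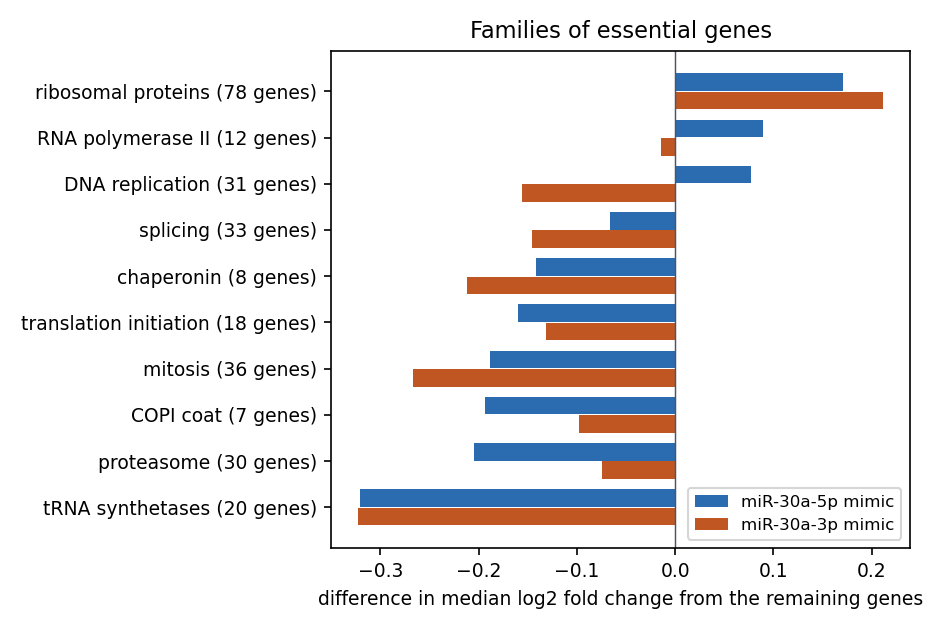
Difference in median log2 fold change between each family of essential genes and the remaining tested genes, for the miR-30a-5p and miR-30a-3p mimics against negative control RNA. Each pair of bars is a family, with the number of genes beside its name. Bars for ribosomal proteins extend to the right of 0 and bars for mitosis genes to the left of 0 with both mimics.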

Using the Rank product statistic, we identified miRNA-target association recurrence across the 14 cancer types with statistical significance (BH adjusted Rank product *P* < 0.05; Fig. 5a)^42,43^. These recurrently and inversely associated genes were significantly enriched with cell cycle pathways for both miR-30a and miR-145 (Fig. 5c). The results suggest pan-cancer suppression of cell cycle pathway genes by miR-145 and miR-30a 5p/3p pairs are independent from DNA copy number and methylation changes.

**Fig. 5:**
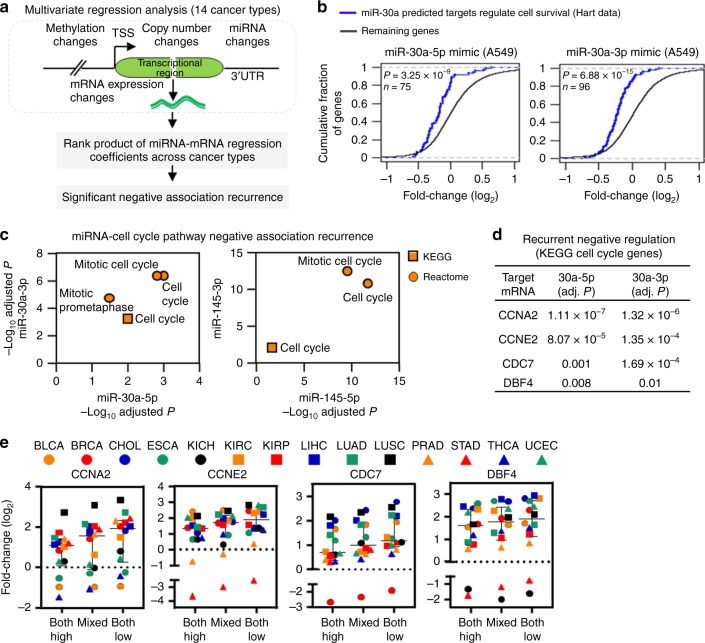
Cooperative effects of miRNA 5p/3p-mediated gene regulation in cancer cell proliferation and movement. **a** Identifying miR-30a and miR-145 5p/3p-mediated gene expression changes across 14 cancer types. A linear regression function was modeled to predict miRNA–mRNA association after controlling for the impact of DNA methylation and gene copy number changes. The rank product statistic was employed to aggregate the miRNA–mRNA regression coefficients across the 14 cancer types and predict significant miRNA–mRNA-negative association recurrence (BH adjusted *P* < 0.05). **b** Expression changes of miRNA-target essential genes after transfection of the miR-30-5p or 3p mimics in A549 lung adenocarcinoma cells (the miRNA perturbation profile from our RNA-seq data, GSE142695). The miRNA-essential gene pairs were obtained from regression analysis in TCGA LUAD. Indicated *P*-values were determined from two-tailed Kolmogorov–Smironov test. *n* denotes number of predicted target essential genes of the corresponding miRNA. We extracted a common essential gene list from the Hart laboratory (http://hart-lab.org/). **c** Pathway enrichment analysis to determine pathways that are enriched with recurrently associated genes of the corresponding regulating miRNA indicated on the *x-* and *y*-axis. **d** Recurrent association strength of four cell cycle pathway-associated genes with predicted binding sites for both miR-30a-5p and miR-30a-3p. Adj. *P* denotes BH adjusted *P*-value derived from rank product test statistic. **e** Fold-change (log2) of the expression of the four genes in the indicated sample categories across the 14 cancer types. High or low: Samples with higher or lower expression of both miR-30a-5p and 3p. Mixed: Remaining samples. Data are presented as median with interquartile range. Source data are provided as a Source Data file.

To estimate the impact of 5p/3p combined-mediated regulation of gene expression, we stratified patient samples from individual cancer types into lower and higher groups based on median expression of miR-30a-5p and miR-30a-3p. If both strands had either lower expression or higher expression in a set of samples, we denoted those samples as low or high, respectively. The remaining samples were denoted as mixed type. Notably, we observed cell cycle regulating genes recurrently associated with both miR-30a-5p and 3p had higher expression in the low-sample group and lower expression in the high sample group across cancer types (Fig. 5d, e). There was intermediate expression in the mixed group (Fig. 5e). Therefore, alteration of both strands of miR-30a may have a greater impact on cell cycle pathway genes than a single strand.

To evaluate the biological consequences when both strands of miR-30a are dysregulated, we simultaneously overexpressed miR-30a-5p and miR-30a-3p in A549 and H1993 lung cancer cell lines. There was a further decrease in cell growth when both 5p and 3p were increased together compared to when each was overexpressed alone, indicating a cooperative effect (Fig. 6a and Supplementary Fig. 8a). Moreover, the combination of both miR-30a-5p and miR-30a-3p at a lower concentration resulted in either a similar effect (H1993 cells) or a greater negative effect (A549 cells) on cell growth compared to when either miR-30a-5p or miR-30a-3p were overexpressed individually at twice the concentration (Fig. 6b). To test the effects on cell migration, A549 cells were transfected with one or both strands of miR-30a. Transwell migration assays showed that both miR-30a-5p and miR-30a-3p together had a cooperative negative effect on lung cancer cell migration (Fig. 6c). These data show that concordant downregulation of both miR-30a strands work together to increase cancer cell growth and migration, which would be predicted to negatively impact patients.

**Fig. 6:**
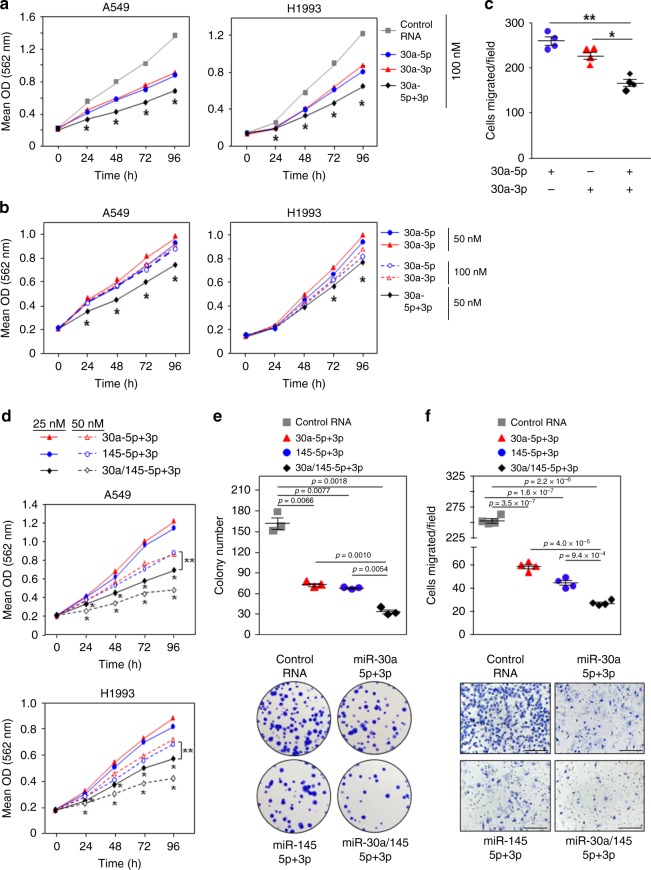
Cooperation of all four strands of miR-30a and miR-145 in cancer cell growth and movement. Lung adenocarcinoma lines transfected with miR-30a-5p, miR-30a-3p, miR-145-5p, and/or miR-145-3p miRNA mimic, or control RNA at the indicated concentrations. Control RNA was also added to equalize the total amount of RNA transfected. **a**, **b**, **d** MTT assays performed at intervals, in quadruplicate. Each assay was performed 2–4 independent times for both cell lines and one representative experiment is shown. For **a**, A549 *P < 6.18 × 10^−5^, H1993 *P < 2.36 × 10^−2^ (comparing 5p + 3p to 5p or 3p alone); for **b**, A549 *P < 9.21 × 10^−6^, H1993 *P < 1.91 × 10^−2^ (comparing 5p + 3p to 5p or 3p alone at both concentrations); for **d**, A549 *P < 1.69 × 10^−4^ and **P < 7.02 × 10^−5^, H1993 *P < 4.27 × 10^−4^ and **P < 2.82 × 10^−3^ (*, comparing 30a-5p/3p+145-5p/3p to 30a-5p/3p or 145-5p/3p at both concentrations and **, comparing 25 nM 30a-5p/3p+145-5p/3p to 50 nM 30a-5p/3p or 145-5p/3p); two-tailed *t*-tests. **c**, **f** Transwell migration assays were performed 2 (**c**) or 4 (**f**) independent times and results from one representative experiment are shown for each. For **c**, *P = 2.3 × 10^−3^ and **P = 2.0 × 10^−4^; for **f**, *P*-values indicated; two-tailed *t*-tests. Representative images shown in **f** (x10 magnification; scale bars, 200 μm). **e** Colony formation assays were performed two independent times, in triplicate, and a representative experiment and images (no magnification) are shown. *P*-values indicated; two-tailed *t*-tests. Data are presented as mean values ± SEM; error bars are within the symbols in **a**, **b**, and **d**. Source data are provided as a Source Data file.

To investigate potential cooperativity between 5p and 3p strands of both miR-30a and miR-145, we simultaneously overexpressed all four strands in A549 and H1993 lung cancer cell lines. Using two different concentrations, we observed that cell growth was significantly reduced in both cell lines when all four miRNA strands were overexpressed compared to overexpression of both the 5p and 3p strands of miR-30a or both the 5p and 3p strands of miR-145 (Fig. 6d and Supplementary Fig. 8b, c). Notably, combining all four strands at a lower concentration (25 nM each) had a greater negative impact on cell growth than both strands of either miRNA combined at a higher concentration (50 nM each) (Fig. 6d). Similarly, in colony formation assays, there were fewer colonies of A549 lung cancer cells overexpressing all four miRNA strands compared to A549 cells overexpressing both 5p and 3p strands of either miR-30a or miR-145 (Fig. 6e). Cooperativity was also observed among all four miRNA strands in migration assays, as migration of A549 cells was further reduced when both 5p and 3p strands of both miRNA were overexpressed compared to overexpression of the 5p and 3p strands of miR-30a or miR-145 (Fig. 6f). Collectively, these data show cooperation between both strands of miR-30a and miR-145 impact tumor cell proliferation and migration.

### Novel miRNA signature links to pan-cancer patient survival

Given that miR-145 and miR-30a 5p/3p pairs had pan-cancer downregulation in association with overlapping oncogenic biological processes, they may constitute an oncogenic miRNA signature^44,45^. To evaluate whether expression of these miRNA correlate with patient overall survival, we averaged the expression of miR-145-5p, miR-145-3p, miR-30a-5p, and miR-30a-3p for each TCGA patient. For a specific cancer type, we ranked the patients according to the average miRNA expression and divided them into four equal quartiles. Univariate survival analysis showed that patients with low signature miRNA expression (lowest quartile group) had significantly reduced overall survival compared with patients that had high signature miRNA expression (highest quartile group) for five cancer types: KIRC (*P* = 6.37 × 10^−4^; log-rank test, hazard ratio [HR] = 0.27), CHOL (*P* = 7.59 × 10^−3^, HR = 0.09), LUSC (*P* = 5.09 × 10^−3^, HR = 0.45), LUAD (*P* = 0.01, HR = 0.48), and BRCA (*P* = 0.06, HR = 0.51) (Fig. 7 and Table 1). FDR adjusted survival *P*-values shown in Fig. 7. For LUAD and LUSC, two aggressive cancer types, the median survival decreased by 51.5 months (54.1 vs. 105.6) and 20.9 months (55.2 vs. 76.1), respectively, when the miRNA levels were low. We conducted the same analysis considering the expression of a single strand or both strands of miR-145 or miR-30a. We observed a significantly (*P* = 2.51 × 10^−3^; Wilcoxon rank-sum test) stronger association between reduced overall survival and downregulation of all four mature strands together compared with the association observed between poor overall survival and downregulation of a single strand or both strands of miR-145 or miR-30a (Supplementary Table 9). Subsequent multivariate cox regression analysis considering miRNA signature expression, patient age, tumor grade, and tumor stage information (if available) determined the expression of these miRNA independently correlated with poor overall survival with statistical significance (*P* < 0.05, Wald test; HR < 0.56; Table 1). Evaluation of the other miRNA we identified, which cooperatively regulate the same critical oncogenic pathways (Supplementary Table 6), showed that none had an equivalent or superior survival association as that of the miR-145/30a 5p/3p combination, indicating this miRNA signature is unique. These results indicate the expression of the four strands of miR-145 and miR-30a constitute a signature that is a predictive indicator of overall survival in patients across diverse cancer types. Altogether, the data reveal that miR-145-5p, miR-145-3p, miR-30a-5p, and miR-30a-3p are coordinately downregulated by multiple cancers due to their regulation of core processes that inhibit tumorigenesis and tumor progression that significantly contribute to patient survival.

**Fig. 7:**
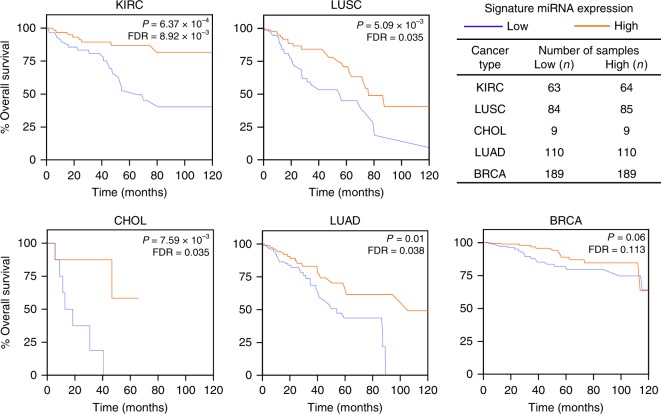
A four-miRNA expression signature correlates with patient overall survival across diverse cancer types. Kaplan–Meier plots of overall survival according to a survival predictor based on the average expression of miR-145-5p, miR-145-3p, miR-30a-5p, and miR-30a-3p. For each cancer type, patient samples were ranked according to the average expression of the four miRNA and divided into four quartiles. Lowest (blue lines) and highest (orange lines) quartile groups were used for Kaplan–Meier survival analyses; statistical significance was measured using log-rank test. False-discovery rate (FDR) values were determined.

**Table 1:** Analysis of 10-year overall survival in patients of diverse TCGA cancer types.

Cancer type	Variables	Univariate			Multivariate		
		HR^a^	95% CI^b^	*P*-value^c^	HR	95% CI	*P*-value^d^
KIRC	Age	1.1	0.54–2.25	0.80			
	Tumor grade^e^	4.17	1.45–11.96	3.89E-03	2.35	0.80–6.92	0.12
	Tumor stage^f^	10.19	3.90–26.63	4.61E-09	8.38	3.16–22.22	1.93E-05
	miRNA expression^g^	0.27	0.12–0.60	6.37E-04	0.29	0.12–0.66	3.35E-03
LUSC	Age	0.74	0.42–1.30	0.30			
	Tumor stage	1.56	0.82–2.97	0.17			
	miRNA expression	0.45	0.26–0.80	5.09E-03			
CHOL	Age	2.24	0.54–9.35	0.26			
	Tumor grade	0.99	0.21–4.65	0.99			
	Tumor stage	2.27	0.61–8.52	0.2			
	miRNA expression	0.09	0.01–0.79	7.59E-03			
LUAD	Age	0.98	0.56–1.69	0.93			
	Tumor grade						
	Tumor stage	3.02	1.71–5.32	5.95E-05	2.74	1.55–4.87	5.56E-04
	miRNA expression	0.48	0.27–0.86	0.01	0.55	0.31–0.97	0.04
BRCA	Age	1.93	0.94–3.95	0.07			
	Tumor stage	4.04	1.99–8.19	2.77E-05			
	miRNA expression	0.51	0.25–1.06	0.06			

^a^*HR* hazard ratio.

^b^*CI* confidence interval.

^c^Log-rank test *P*.

^d^Wald test *P*.

^e^Histological grade.

^f^Early stages (I and II) vs. late stages (III and IV).

^g^Sample-wise average expression of miR-145-5p, miR-145-3p, miR-30a-5p, and miR-30a-3p. Samples were stratified into lowest quartile and highest quartile.

## Discussion

Despite miRNA sequencing data showing miRNA biogenesis produces significant quantities of mature miRNA from both the 5p and 3p strands from miRNA duplexes^4,5^, very little is known about their combined functions and regulatory mechanisms in cancer and other diseases. Here, we identified 26 miRNA 5p/3p pairs that had concordant dysregulation across multiple cancer types, indicating they may be selected for during tumorigenesis. We have carried out a comprehensive, rigorous analysis of human transcriptomic, genomic, epigenetic, and gene perturbation data across 14 TCGA cancer types to gain insight into the roles of these miRNA 5p/3p pairs in cancer. We established links between frequently dysregulated miRNA 5p/3p pairs and tumorigenesis in two different ways, adding significant power to our analysis. Firstly, we exploited cell viability/growth screens that established essential gene signatures, and linked those genes with potentially regulating miRNA by developing a novel computational framework. Utilizing RNAi and CRISPR, two independent screening platforms, we determined reproducible associations between miRNA 5p/3p dysregulation and modulation of cancer cell viability/growth across cancers. Secondly, we conducted a rigorous data analysis that incorporated pathway information in the dysregulated miRNA and mRNA networks across cancer types to determine specific miRNA 5p/3p pairs that may coordinately regulate the same pathways that contribute to tumorigenesis. We derived previously unidentified, high-confidence miRNA 5p/3p-mediated pathway regulations in 14 cancer types and made them publicly available, allowing for further exploration of the candidate miRNA 5p/3p–pathway interactions in TCGA data. We also identified recurrent cancer-associated miRNA 5p/3p–pathway relationships. Determining recurrence of miRNA-pathway associations across cancer types itself is a powerful approach because it detects results that are reproducible in different cancers. The reproducible results that we observed in both analyses most likely indicate true biological events and minimize false-positives^46–48^. Taken together, these two massive-scale data analyses allowed us to pinpoint miRNA 5p/3p pairs whose dysregulation may consequently drive pathway/systems-level changes to favor cancer cells for survival, growth, and progression, referred to as phenotypic plasticity in cancer^49^.

In both the analyses evaluating miRNA 5p/3p cooperativity, miR-145 and miR-30a appeared in the top prediction results. Their expression showed a negative impact on the viability/growth of diverse cancer cell lines and they independently elevated cell cycle regulating pathway genes in 2/3rd of the cancer types in which they were downregulated. We determined that these miRNA-pathway gene associations were independent from the impact of DNA copy number and methylation changes and are consistent across the 14 cancer types using a robust rank product statistic^42,43^. With high statistical power and follow-up experiments in every step of the analysis, there is high confidence in our results.

Analysis of 531 heterogeneous normal tissues from 14 TCGA cancer types revealed that individual strands of miR-145 and miR-30a had 23-fold higher expression than the threshold to detect high-confidence miRNA^4,50^. In fact, miR-145-5p, miR-30a-5p, and miR-30a-3p are among the top 30 miRNA that constitute, on average, 90% of all miRNA expression across the normal tissues in TCGA^21^. Our study examined whether individual strands of high-confidence miR-145 and miR-30a can independently suppress the genes in crucial tumorigenic processes. From the miRNA perturbation profiles in LUAD (miR-145 and miR-30a) and ESCA cell lines (miR-145), we determined that elevated expression of both 5p and 3p strands independently suppressed an enriched number of cell cycle-associated pathway genes. We observed consistent downregulation of miR-145 5p/3p pairs in TCGA, as well as in an independent LUAD patient cohort^34^. Previously, it was reported that decreased levels of miR-145-5p and miR-145-3p increase proliferation and movement of LUAD^37^, LUSC^38^, and BLCA^39^ cells. In support of this, we showed that forced expression of both strands of miR-145 decreased lung adenocarcinoma cell growth and migration. Expression and functions of miR-30a 5p/3p pairs were unknown, but our data showed reduced levels in a panel of LUAD cell lines and in our own lung cancer patient samples. We also determined miR-30a-5p and 3p forced expression consequently reduced lung cancer cell proliferation and movement. Collectively, our data show that both strands of a miRNA can be abundantly expressed across tissue types, and they are capable of modulating tumorigenic processes independently and cooperatively.

Our comprehensive data analysis highlights that miRNA 5p/3p pairs, which do not have identical mRNA-targeting seed sequences, coordinately regulate the same pathways by targeting different genes in the pathway or the same genes at different sites. We determined from a pool of miR-145-5p/3p–pathway associations that only ∼10% of the pathway genes were potentially co-regulated by both strands. It was slightly higher (28%) for miR-30a. Therefore, simultaneous downregulation of these miRNA might impact a larger spectrum of genes in specific biological processes compared to the single strand alone. These results also highlight a potential caveat of retroviral or transgene miRNA overexpression data, as both strands will be overexpressed, but typically only levels and targets of one strand are evaluated. Our data confirmed cooperative effects in the modulation of lung cancer cell growth and movement when both strands of miR-30a and miR-145 were perturbed simultaneously. Our results also expose cooperativity between all four strands of miR-30a and miR-145, since the four strands together had a larger impact on tumor cell proliferation and movement than both strands of either miR-30a or miR-145 alone. Furthermore, coordinated downregulation of miR-145 and miR-30a 5p/3p pairs were an independent prognostic factor, resulting in patients with worse overall survival in multiple cancer types. Collectively, our multiple approaches with corresponding verification identified a new clinically relevant pan-cancer miRNA signature that had remained unidentified due to a lack of understanding of 5p and 3p strand-mediated cooperativity.

## Methods

### Analysis of TCGA transcriptomic data

We extracted and processed miRNA-seq and mRNA-seq expression profiles of 14 TCGA cancer types. For each cancer type, we selected miRNA or mRNA for the downstream analysis if at least 50% of the samples had a normalized expression value ≥1. We used normalized expression profiles, for miRNA-seq-Reads Per Million Mapped Reads and for mRNA-seq-Reads Per Kilobase Million Mapped Reads, to measure miRNA-miRNA and miRNA–mRNA expression associations using Spearman’s rank correlation method. We used raw read counts to measure differential expression of miRNA and mRNA. We employed the R/Bioconductor package edgeR for differential expression analysis^51^. In edgeR, the data were normalized based on negative binomial distribution. Differential expression of miRNA or mRNA between tumor and corresponding normal samples was assessed by estimating an exact test *P*-value, which is similar to the Fisher’s exact test. The results were further adjusted using the Benjamini–Hochberg (BH) multiple testing correction method^23^. The mRNA were regarded as significantly differentially expressed in cancer compared with the normal tissue if they had at least 2-fold-change with BH adjusted *P* < 0.05. For miRNA, we used a cutoff of 1.5-fold-change with BH adjusted *P* < 0.05 since miRNA with 1.5-fold-change are reported to have significant impact on cellular processes^52^.

### Prediction of cancer-specific dysregulated miRNA–mRNA pairs

We extracted genome-wide predicted targets of miRNA from TargetScan (version 7.1)^53^ and our previously developed miRNA-target prediction tool TargetMiner^54^. Additionally, we extracted high-confidence miRNA-targets from miRTarBase database that curated experimentally verified miRNA-gene interactions^55^. We took the union set of these three. For each cancer type, we predicted miRNA-mediated suppression of potential target genes by employing the following strategy: if the miRNA were significantly downregulated (at least 1.5-fold-change with BH adjusted *P* < 0.05), the predicted target genes should be significantly upregulated (at least 2-fold-change with BH adjusted *P* < 0.05) or vice-versa. Furthermore, the miRNA-gene pairs were required to be inversely correlated. This strategy identified cancer-specific miRNA-mediated potential supppression of the critical genes, which likely minimizes false-positives and captures the most important regulations in the context of cancer.

### Identification of cell survival/growth modulating miRNA

We extracted genome-scale RNAi screening data on 712 cancer cell lines (Release- DEMETER2 Data v5) from Depmap database. From this database we also extracted genome-scale CRISPR screening data on 563 cancer cell lines (Release- Depmap Public 19Q2). Dependency scores for ~17,000 genes in a given cell line were determined by the algorithm DEMETER2^25^ for RNAi and the algorithm CERES^26^ for CRISPR. For the screening data, a lower score or rank means a given cell line is more likely to be dependent on that gene for its growth/survival. For individual cell lines, we ranked the ~17,000 genes based on their viability/growth scores determined from RNAi or CRISPR-mediated knockdown screens^24–26^. Cell lines in the RNAi or CRISPR screening data that originated from one of the 14 TCGA primary tumor sites we studied here were initially selected for this analysis. However, among the 14 cancer types, 5 were excluded from the analysis due to an insufficient number of cell lines (range 0–4). Finally, we evaluated 251 RNAi and 177 CRISPR screened cell lines, respectively (290 unique cell lines) that originated from 9 primary tumor sites. Our approach integrated (a) RNAi or CRISPR screening data of cell lines originating from a primary tumor site *i*, (b) predicted miRNA-target networks that were dysregulated and had significant (BH adjusted *P* < 0.05) inverse Spearman’s rank correlations in *i*, and (c) gene set enrichment analysis (GSEA)^27^ method, embedded into R package WebGestaltR^28^ (Fig. 1d). Unlike traditional GSEA that uses curated pathways as gene sets, here we used targets of individual mature miRNA as the gene set. For a given miRNA and cell line pair, we implemented the GSEA approach on the ranked gene list and the miRNA-target gene set. The gene sets with significantly (FDR < 0.1) negative NES indicate they were overrepresented at the bottom of the ranked gene list.

### miRNA 5p/3p−pathway associations

Differentially expressed genes that were potentially regulated by either 5p or 3p or both strands of a precursor miRNA in a specific cancer type were selected to conduct pathway enrichment analysis using the canonical KEGG pathway database^29^, which is embedded into WebGestaltR, an R package of the web-server WebGestalt^28^. The pathways significantly enriched (BH adjusted hypergeometric test *P* < 0.05) with the predicted target genes were filtered as follows to obtain the high-confidence 5p/3p–pathway combinations. First, we examined whether the predicted miRNA-target genes had significantly stronger (BH adjusted *P* < 10^−3^; Wilcoxon rank-sum test) inverse associations, measured by the Spearman’s rank correlations, compared to the 10,000 randomly selected miRNA-gene pairs. The genes in the randomly generated data set may or may not have predicted miRNA-binding sites of the corresponding miRNA. Second, we determined what proportion of the genes in a pathway were predicted to be targeted by the 5p or the 3p strand. Absolute difference between these two proportion values were taken where the lower the score indicates the greater the 5p/3p pair mediated coordinated regulation of the pathway. We selected those 5p/3p pair−pathway combinations that had the score <0.5. Third, we examined frequency of the 5p/3p pair−pathway association across the cancer types in which the miRNA 5p/3p pair was concordantly dysregulated. The higher the scores indicate the pathways are more recurrently dysregulated potentially due to concordant dysregulation of the regulating 5p/3p pairs.

### Multivariate regression analysis

We collected processed DNA methylation and copy number profiles of 14 TCGA cancer types from the UCSC Xena database. To determine whether mRNA (*Y*) and its predicted regulating miRNA $$( {x_{{\mathrm{miR}}_m}} )$$ expression association in the *n* tumor samples of a given cancer type was independent of DNA methylation (*x*_DM_) and copy number (*x*_CNV_) change events, we performed the following multivariate regression analysis:

$$Y_s = \beta _0 + \beta _{{\mathrm{DM}}}x_{{\mathrm{DM}},s} + \beta _{{\mathrm{CNV}}}x_{{\mathrm{CNV}},s} + \beta _{{\mathrm{miR}}_m}x_{{\mathrm{miR}}_m,s}\quad ,s = 1, \ldots ,n$$

here *β*_0_ is the intercept. $$\beta _{{\mathrm{DM}}},\,\beta _{{\mathrm{CNV}}},\,{\mathrm{and}}\,\beta _{{\mathrm{miR}}_m}$$ are the regression coefficients that indicate the association strength between RNA level expression change of the given gene with DNA methylation, copy number, and miRNA expression changes, respectively. For a specific cancer type, we used BH adjusted regression *P* < 0.05 as the cutoff to select significantly associated miRNA–mRNA pairs.

### Predicting recurrent miRNA–mRNA associations across cancers

The miRNA–mRNA regression coefficients obtained from 14 cancer types were collated into a matrix format and input into the RankProducts function in the R package RankProd^42^. The coefficient values were ranked from most negative to most positive, and most positive to most negative. The rank product statistic, described by Breitling et al.^43^, was then used to identify recurrence of miRNA–mRNA associations with statistical significance across the cancer types. The nominal *P*-values obtained from this analysis were further corrected using BH multiple test correction method. Consistent inverse associations across the 14 cancer types with BH adjusted *P* < 0.05 were selected as miRNA–mRNA association recurrence.

### Cell culture and transfections

Lung cell lines were cultured in RPMI-1640 media supplemented with 10% FBS and penicillin/streptomycin (H460, H2087, H2110, H441, PC9, and H1299) and with additional L-glutamine (Beas2B, A549, H1993, and H1435). All cell lines were verified to be mycoplasma negative. Lipofectamine 2000 (Invitrogen) was used to transfect A549 and H1993 lung cancer cell lines with either 25, 50, or 100 nM miR-30a-5p, miR-30a-3p, miR-145-5p, or miR-145-3p miRNA mimic, negative control RNA mimic, or a combination (Dharmacon), according to the manufacturer’s protocol using the 6-well plate format.

### RNA isolation and qRT-PCR

RNA was isolated from cells and tissue using TRIzol (Ambion) according to the manufacturer’s protocol with one modification. To enrich for miRNA, the isopropanol incubation step was performed overnight at −20 °C. To measure expression of miR-30a-5p and miR-30a-3p by qRT-PCR, TaqMan MicroRNA Assays (Applied Biosystems) were performed in triplicate. miRNA expression was normalized to the small RNA *RNU6B* as an endogenous control and is presented as 2^−ΔCt^.

### RNA-sequencing data analysis

Triplicate samples were harvested 72 h after transfection of miR-30a-5p or miR-30a-3p miRNA mimic or control RNA into A549 cells. 

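Within groups, log2 CPM of replicate libraries had correlations across genes of 0.984 to 0.993, and libraries of different groups had 0.973 to 0.983, with genes not being independent replicates. Every pair of replicates differed by more than counting noise. The chi-square statistic per degree of freedom was between 3.06 and 7.71 for all pairs except those with replicate 3 of the miR-30a-3p mimic, which had 33.7 and 23.9. Between 21427 and 22623 genes had a count in each library, 5.66% to 7.03% of counts fell on mitochondrial genes, and the 10 genes with the most counts held 8.78% to 10.4% of each library.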

RNA-seq profiles, generated from Illumina Novaseq 6000 system, were obtained from Novogene (https://en.novogene.com/). Sequence mapping and quantification were performed using the methods STAR (V2.5)^56^ and HTSeq (V0.6.1)^57^, respectively. 

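The data list 48162 genes by Ensembl identifier, and 94.8% of them have a symbol in the annotation used here. Of the listed genes, 29000 had a count in at least 1 library. Beside the counts, the authors deposited FPKM values, or fragments scaled to gene length and library size. The gene length recovered from each count and its FPKM varied between libraries by at most 1.9e-08 of its value in genes above 50 counts.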

For sequence mapping, Human reference genome version hg19 was used. The read counts were imported into edgeR for differential expression analysis^51^. In edgeR, data were normalized based on negative binomial distribution. 

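Run on the same filtered counts, edgeR's exact test with Benjamini-Hochberg adjustment called 198 genes lower and 699 higher with the miR-30a-5p mimic at 2-fold or more. With the miR-30a-3p mimic it called 195 lower and 483 higher, and between the mimics 934 genes. The genes lower with the miR-30a-5p mimic included all 171 called by the quasi-likelihood test, and those lower with the miR-30a-3p mimic included 184 of 187.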

Differential expression of genes between miR-30a-5p or miR-30a-3p mimic and negative control RNA samples was assessed by estimating an exact test *P*-value. The results were further adjusted using the BH multiple testing correction method.

### Cell proliferation assay

Lung adenocarcinoma cells (A549 and H1993) were transfected with individual miRNA mimics (25, 50, or 100 nM), a combination of miRNA mimics, and/or negative control RNA (equal amounts of RNA were transfected for each experiment). Cells were trypsinized, and 2500 cells/well were placed into 96-well plates, in quadruplicate. Once cells attached, the 0 h time was measured by MTT (Sigma) assay (approximately 24 h after transfection). MTT assays were performed every 24 h thereafter. Absorbance was measured at 562 nm.

### Colony formation assay

Lung adenocarcinoma cells (A549) were transfected with individual miRNA mimics (25 nM), a combination of miRNA mimics, and/or negative control RNA (equal amounts of RNA were transfected for each experiment). Twenty-four hours after transfection, cells were trypsinized, counted, and seeded at low density (300 cells/well) into 6-well plates, in triplicate. After 12 days in culture, colonies were stained using crystal violet and were counted (≥50 cells defined a colony) using an inverted microscope.

### Cell migration assay

Lung adenocarcinoma cells (A549) were transfected with miRNA mimics (25 or 50 nM) separately or in combination and/or negative control RNA (equal amounts of RNA were transfected for each experiment). Twenty-four hours later, 4 × 10^4^ cells were resuspended in serum-free RPMI-1640, placed into migration chambers (8 μm pores, BioCoat Insert), and transwell migration assays were performed, as we reported previously^47,58^. Specifically, inserts were stained 18 h later using Siemens Diff-Quick staining set and protocol and blinded. Migrated cells per field were counted (at least four independent fields per sample) using an Olympus CKX53 inverted microscope (10x objective).

### Patient sample acquisition

De-identified frozen patient samples of non-small-cell lung adenocarcinoma (stages 3 and 4) and normal lung were obtained from the Vanderbilt University Medical Center Lung Biorepository. All patient samples were from surgical resections and were banked with patient consent. All samples were evaluated by a board-certified pathologist and were either determined to be >80% tumor (for tumor samples) or to lack any precancerous lesions (for normal samples) via H&E-stained sections.

### Statistics

Unpaired, two-tailed *t*-tests were used when comparing two groups and *P*-values of <0.05 were considered statistically significant. Differential expression analysis of miRNA and mRNA between normal and cancer tissues from TCGA and the differential expression analysis of mRNA between miR-30a-5p and -3p mimics and negative control RNA in the A549 cell line were performed with edgeR^51^. Other statistical tests are indicated explicitly. For the biological assays (MTT, colony, migration, and qRT-PCR), data are presented as mean values ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Data supporting the findings of this study are available within the paper and its Supplementary Information files. The RNA-sequencing data are available from Gene Expression Omnibus (GEO) and NCBI Sequence Archive (SRA) databases, GSE142695 and SRP238971. All other publicly available data referenced herein can be retrieved from GEO (https://www.ncbi.nlm.nih.gov/gds/), TCGA (https://portal.gdc.cancer.gov/), and the following websites- Depmap (https://depmap.org/portal), Xena (https://xena.ucsc.edu/), WebGestalt (http://www.webgestalt.org/). The Source Data for Figs. 3a, c–e, 4b, c, 5e, and 6a–f, and Supplementary Figs. 5a, b, 6 and 8a–c are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: Pan-cancer analysis reveals cooperativity of both strands of microRNA that regulate tumorigenesis and patient survival
**Source:** Nat Commun. 2020 Feb 20;11:968. doi: 10.1038/s41467-020-14713-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Pan-cancer analysis reveals cooperativity of both strands of microRNA that regulate tumorigenesis and patient survival**

**Mitra et al.**

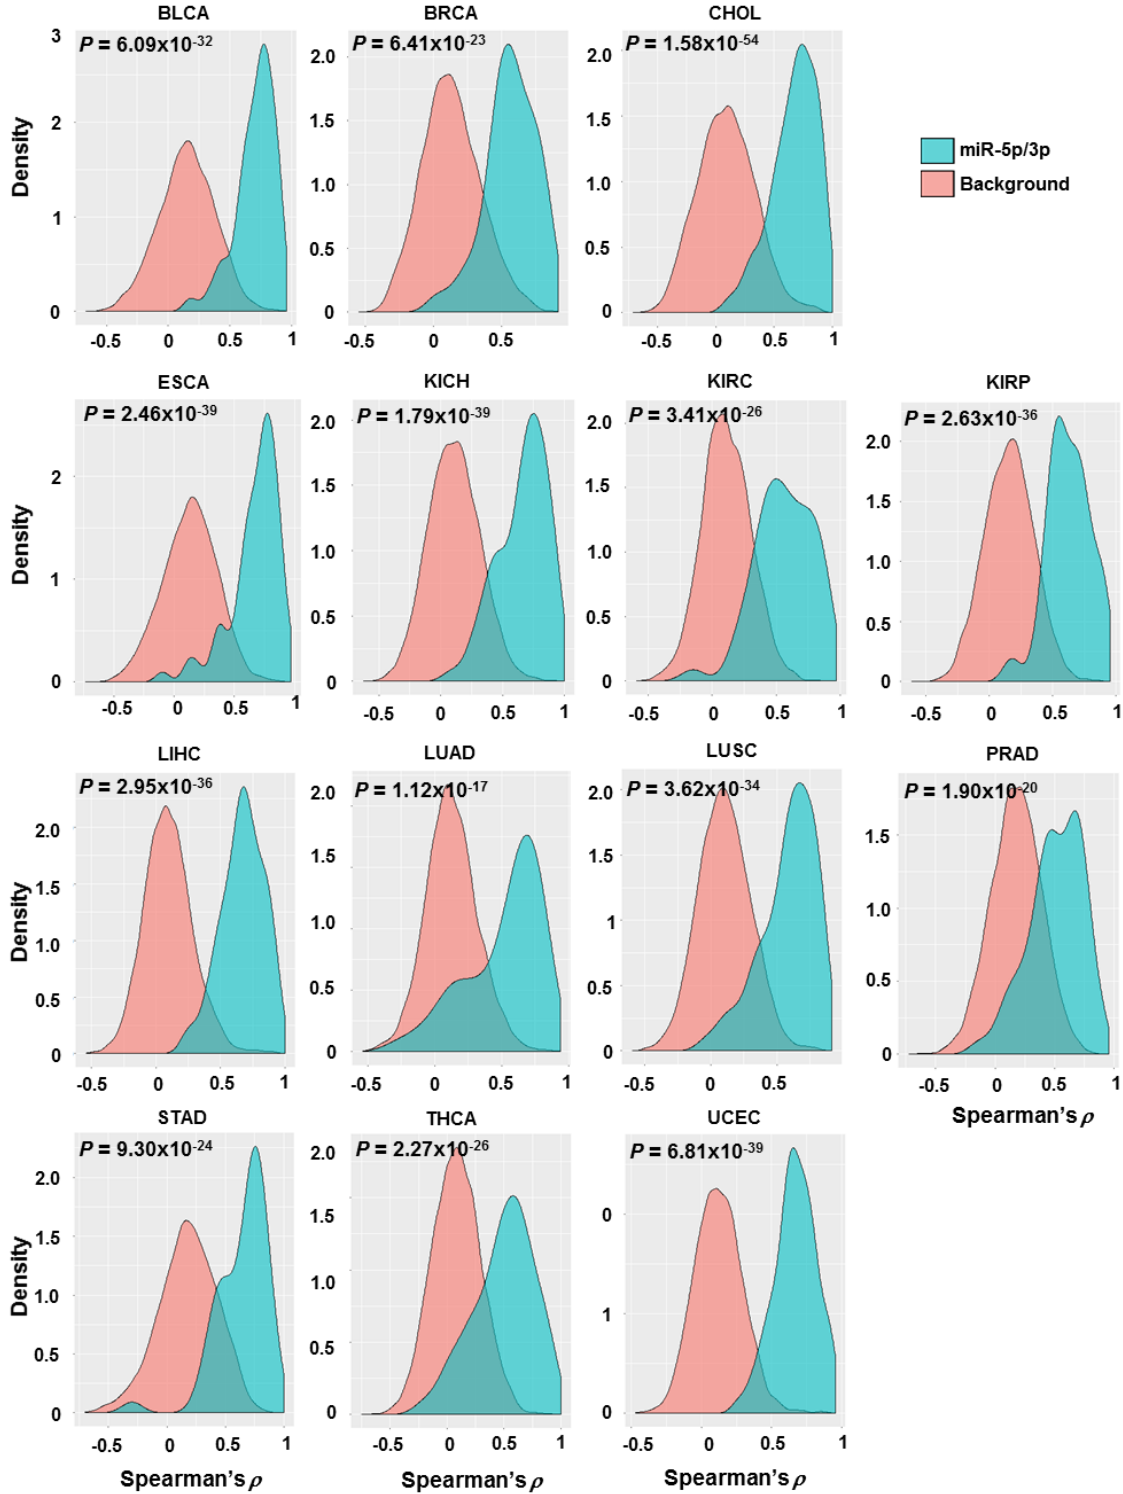

**Supplementary Figure 1. Concordance in miRNA-5p/3p expression correlations across cancer types.** Density plots showing distribution of miRNA-5p/3p expression correlations (green) compared to the background miRNA pairs (red) that selected randomly from different precursor miRNA. Fourteen different cancer types from TCGA were analyzed. X-axis is expression correlations measured by Spearman's rank correlation. P-values determined by Wilcoxon rank-sum test (two-tailed).

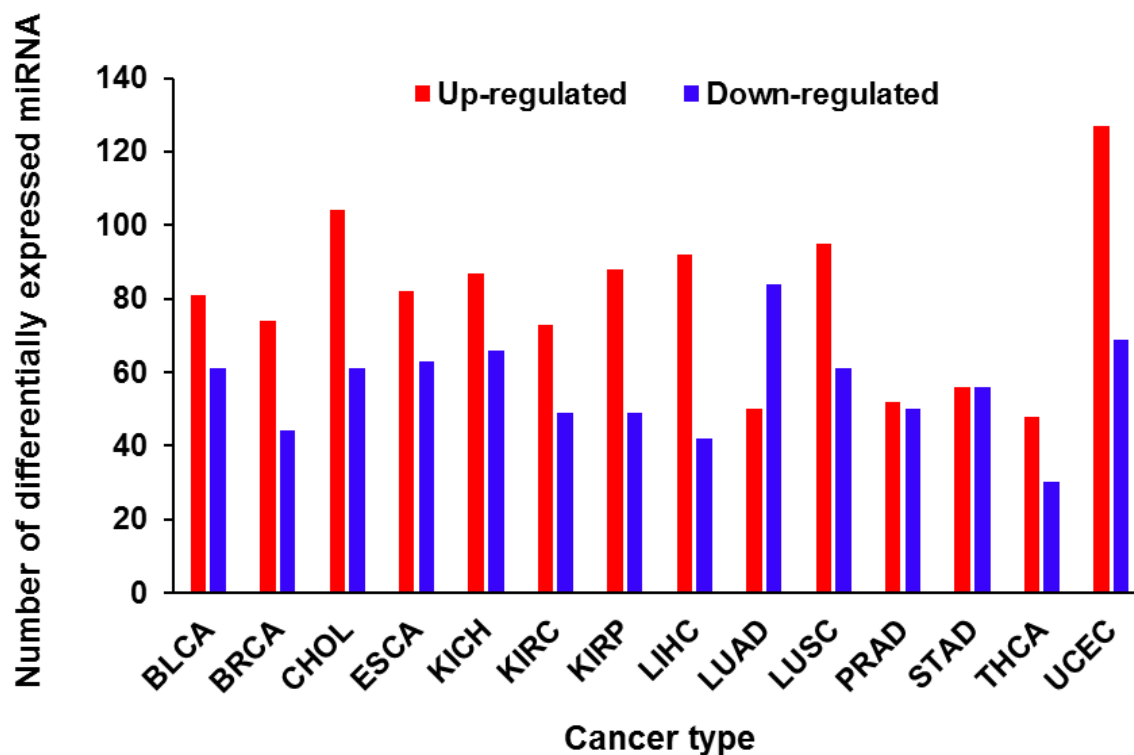

**Supplementary Figure 2. Number of differentially expressed miRNA determined in each of the 14 TCGA cancer types.** Up- or down-regulation was measured in cancer samples compared with corresponding normal tissue using the tool edgeR. The miRNA with at least 1.5 fold-change and adjusted  $P < 0.05$ , adjusted by Benjamini-Hochberg<sup>1</sup> method, were determined as differentially expressed.

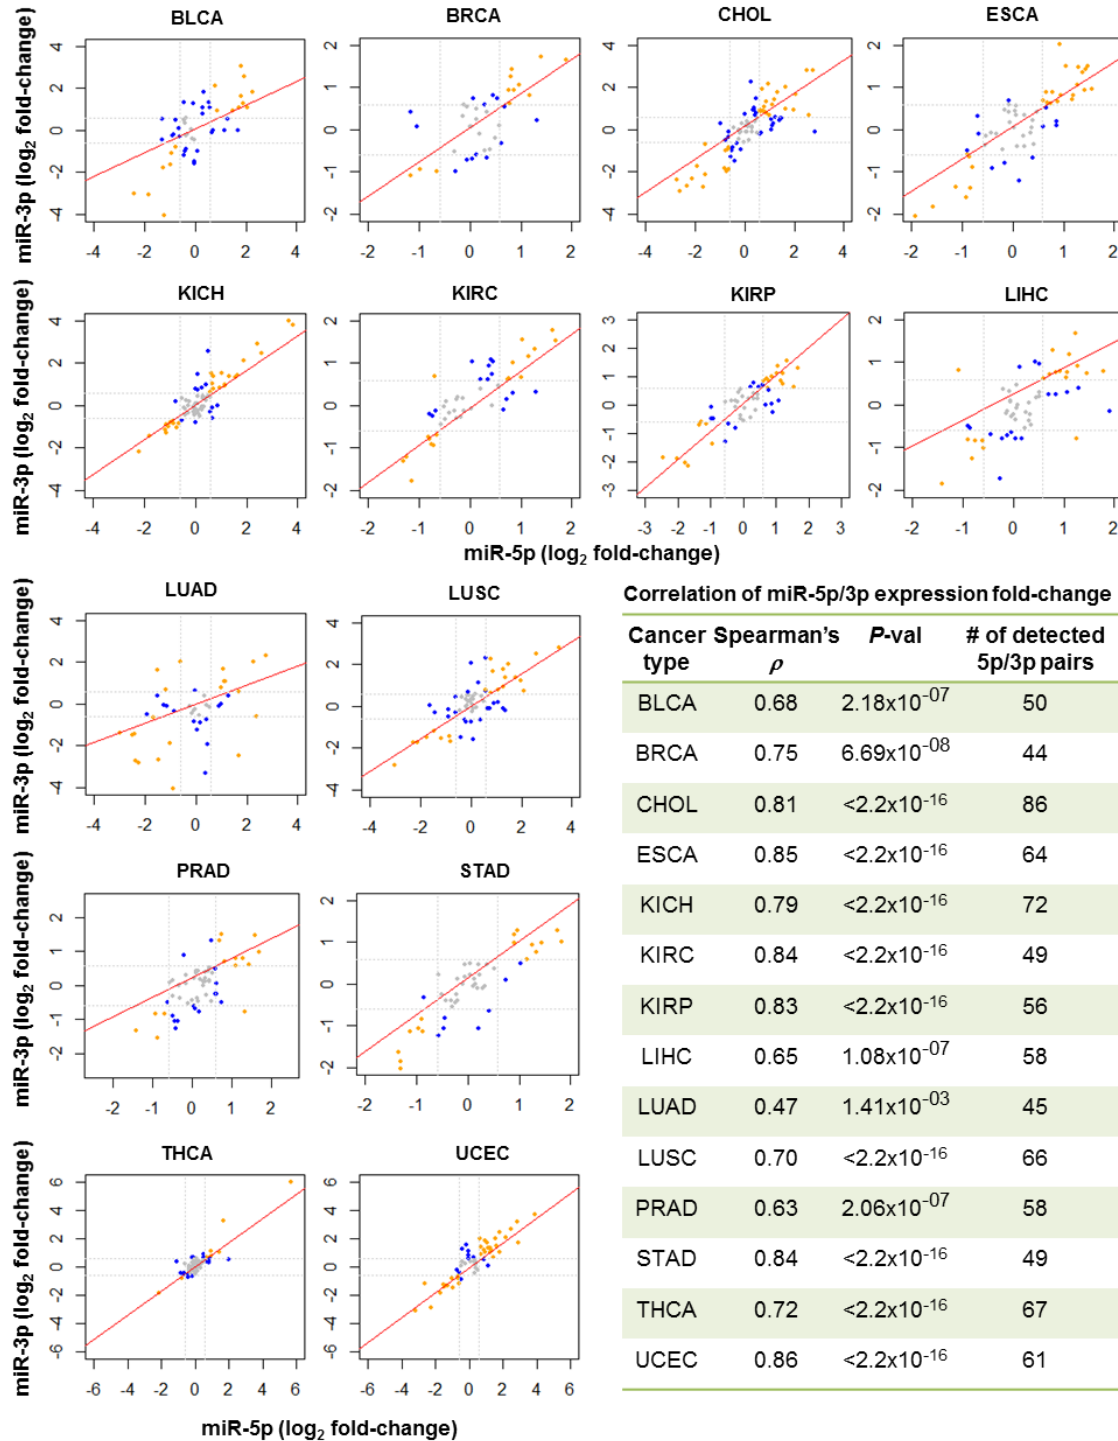

**Supplementary Figure 3. Concordant expression fold-change of miRNA-5p/3p pairs across cancer types.** Scatterplots show expression fold-change distribution of miRNA-5p/3p pairs in 14 different cancer types compared with the corresponding normal samples. Each dot represents fold-change of one miRNA-5p/3p pair in one cancer type where orange, blue, and grey symbols indicate significant differential expression of both mature strands, one mature strand, or neither strand, respectively. X- and Y-axis indicates direction and degree of fold-change of miRNA-5p/3p pairs. Regression line indicates positive correlation. Table has Spearman's correlation score and *P*-values (two-tailed) indicating degree of concordance in expression fold-changes of miRNA-5p/3p pairs.

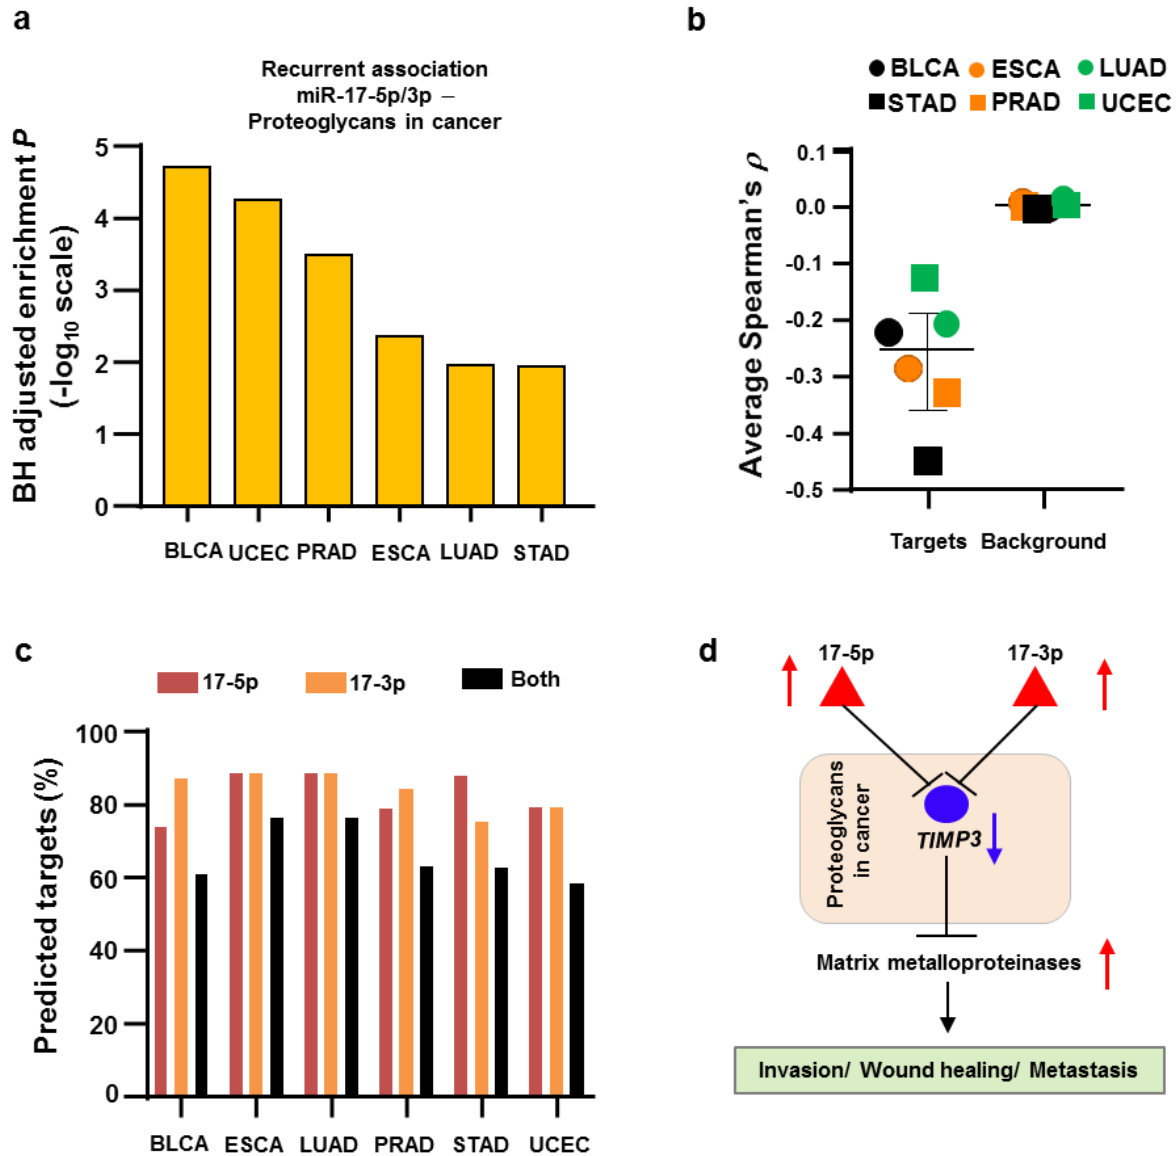

**Supplementary Figure 4. miRNA-17-5p/3p-mediated suppression of pathway 'Proteoglycans in cancer' across cancer types.** **a)** The pathway 'Proteoglycans in cancer' in the KEGG database is significantly enriched with predicted targets of the miR-17-5p/3p pair in the indicated cancer types (X-axis). Y-axis represents enrichment significance. **b)** Distribution of average expression correlation between the miR-17-5p/3p pair and the pathway 'Proteoglycans in cancer' in the indicated cancer type ( $n=6$ ). The miRNA-pathway inverse association strength was compared against the expression correlations observed in randomly selected miRNA-gene pairs. Targets: denotes genes in the indicated pathway that were predicted to be regulated by miR-17-5p, miR-17-3p, or both in the specific cancer. Background: denotes randomly selected miRNA-gene pairs (see methods in the main text for details). Data are presented as median with interquartile range. **c)** Proportion of the predicted targets in the indicated pathway only regulated by 5p, 3p, or both strands of miR-17 in the indicated cancer type. **d)** A schematic illustrating both 5p and 3p strands of miR-17 directly regulate *TIMP3*, a member of the pathway 'Proteoglycans in cancer', and coordinately repress its expression. *TIMP3* inhibits the expression of matrix metalloproteinases, which facilitate cancer cell migration and invasion<sup>2-4</sup>. Red indicates up- and blue indicates down-regulation in cancer compared to normal. Source data are provided as a Source Data file.

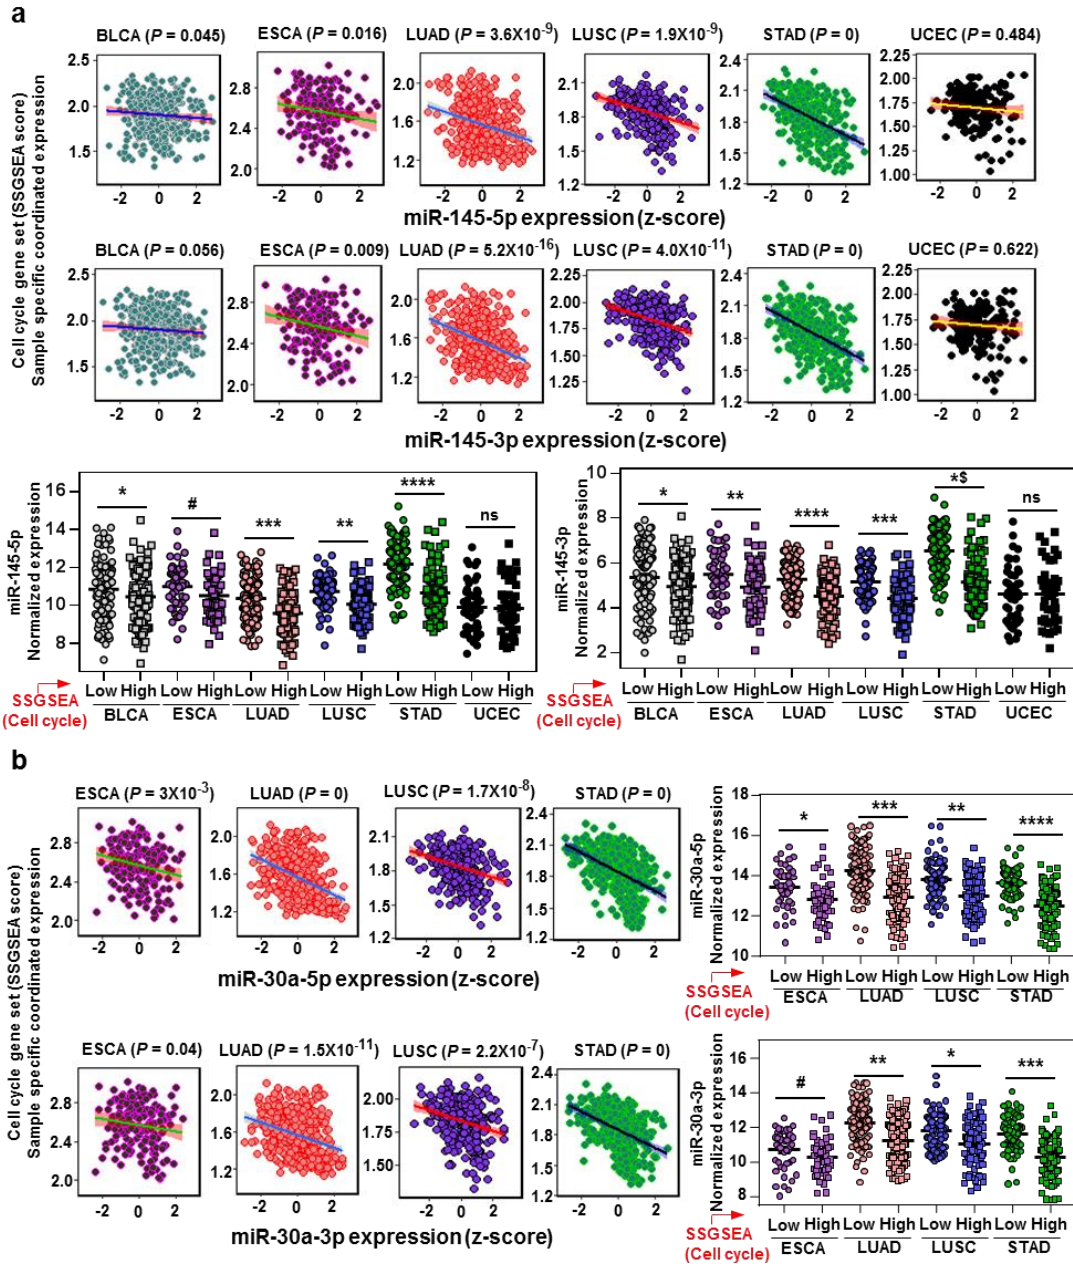

**Supplementary Figure 5. Cancer-specific association between levels of cell cycle activation and miRNA expression.** Sample-specific cell cycle pathway activation scores, measured by single-sample gene set enrichment analysis (SSGSEA), were plotted against expression levels of either miR-145-5p or miR-145-3p (a) and miR-30a-5p or miR-30a-3p (b). Regression lines and correlation  $P$  values indicate association direction and significance between miRNA and pathway activation levels across different cancer types (top in a and left in b). For each cancer type, samples were ranked according to SSGSEA score and stratified into four quartiles. Expression of an individual miRNA strand was measured in the samples with higher cell cycle activation scores (highest quartile) compared with the samples with lower cell cycle activation scores (lowest quartile) across the cancer types (bottom in a and right in b). For a (miR-145-5p),  $\#P=0.064$ ,  $*P=0.048$ ,  $**P=1.25 \times 10^{-7}$ ,  $***P=9.09 \times 10^{-8}$ ,  $****P=1.15 \times 10^{-14}$ ; for a (miR-145-3p),  $*P=0.027$ ,  $**P=0.022$ ,  $***P=2.87 \times 10^{-9}$ ,  $****P=2.09 \times 10^{-11}$ ,  $*\$P<1 \times 10^{-15}$ ; for b (miR-30a-5p),  $*P=0.004$ ,  $**P=2.98 \times 10^{-7}$ ,  $***P<1 \times 10^{-15}$ ,  $****P<1 \times 10^{-15}$ ; for b (miR-30a-3p),  $\#P=0.076$ ,  $*P=2.04 \times 10^{-5}$ ,  $**P=1.90 \times 10^{-10}$ ,  $***P<1 \times 10^{-15}$ ; ns= not significant. Data are presented as mean values  $\pm$  SEM. Source data are provided as a Source Data file.

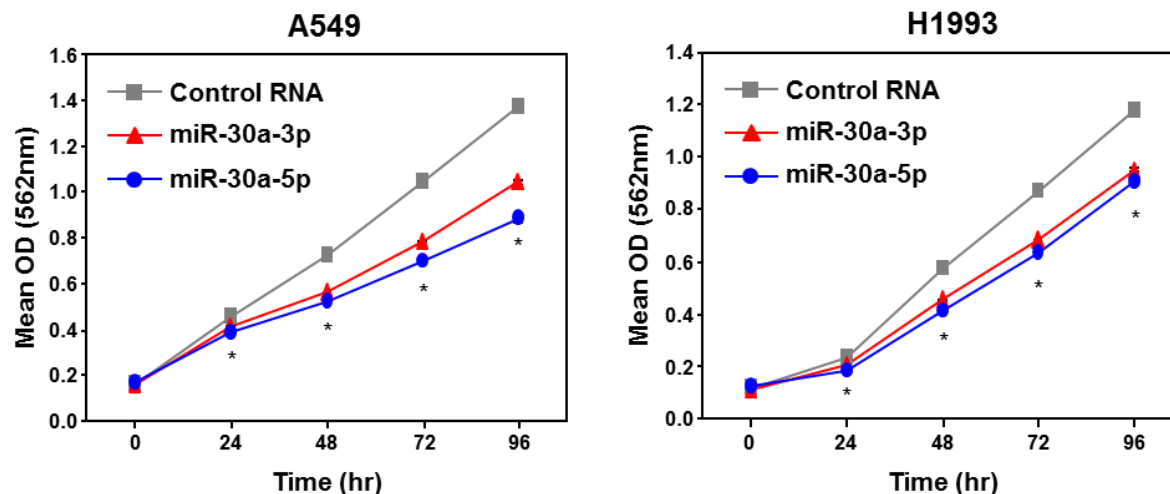

**Supplementary Figure 6. Increased levels of miR-30a-5p or miR-30a-3p decrease lung adenocarcinoma cell growth.** Lung cancer cell lines were transfected with 50nM miR-30a-5p mimic, miR-30a-3p mimic, or negative control RNA. MTT assays were performed at intervals in quadruplicate. Each assay was performed 2 independent times for both cell lines and one representative experiment is shown. For A549,  $*P < 3.70 \times 10^{-6}$  and for H1993,  $*P < 1.37 \times 10^{-3}$ ; two-tailed *t*-tests (comparing individual miRNA mimics to control RNA). Data are presented as mean values  $\pm$  SEM; error bars are within the symbols.

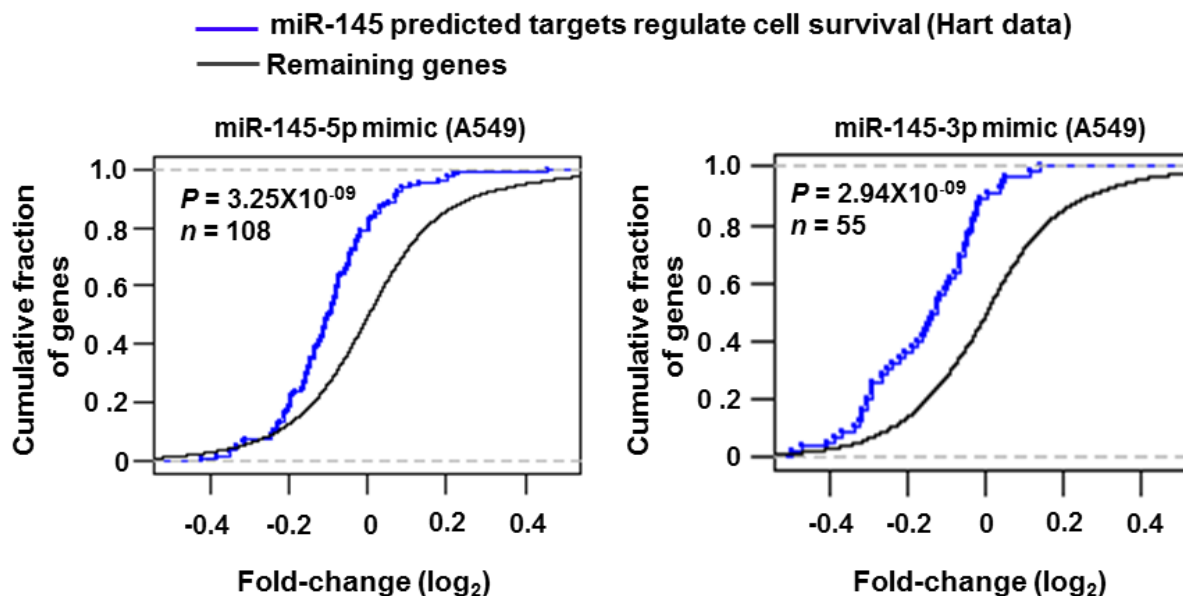

**Supplementary Figure 7. Expression changes of essential genes that were predicted to be regulated by miR-145-5p or miR-145-3p.** The miRNA-essential gene pairs were obtained from regression analysis in TCGA LUAD. The common essential gene list was downloaded from the Hart laboratory (<http://hart-lab.org/downloads>).  $n$  denotes the number of predicted target essential genes of the corresponding miRNA. The miRNA perturbation profile was obtained from GSE107008.  $P$ -value (two-tailed Kolmogorov-Smirnov test) denotes significance in the depletion of the essential genes, which were predicted to be regulated by the indicated miRNA, compared with the remaining genes.

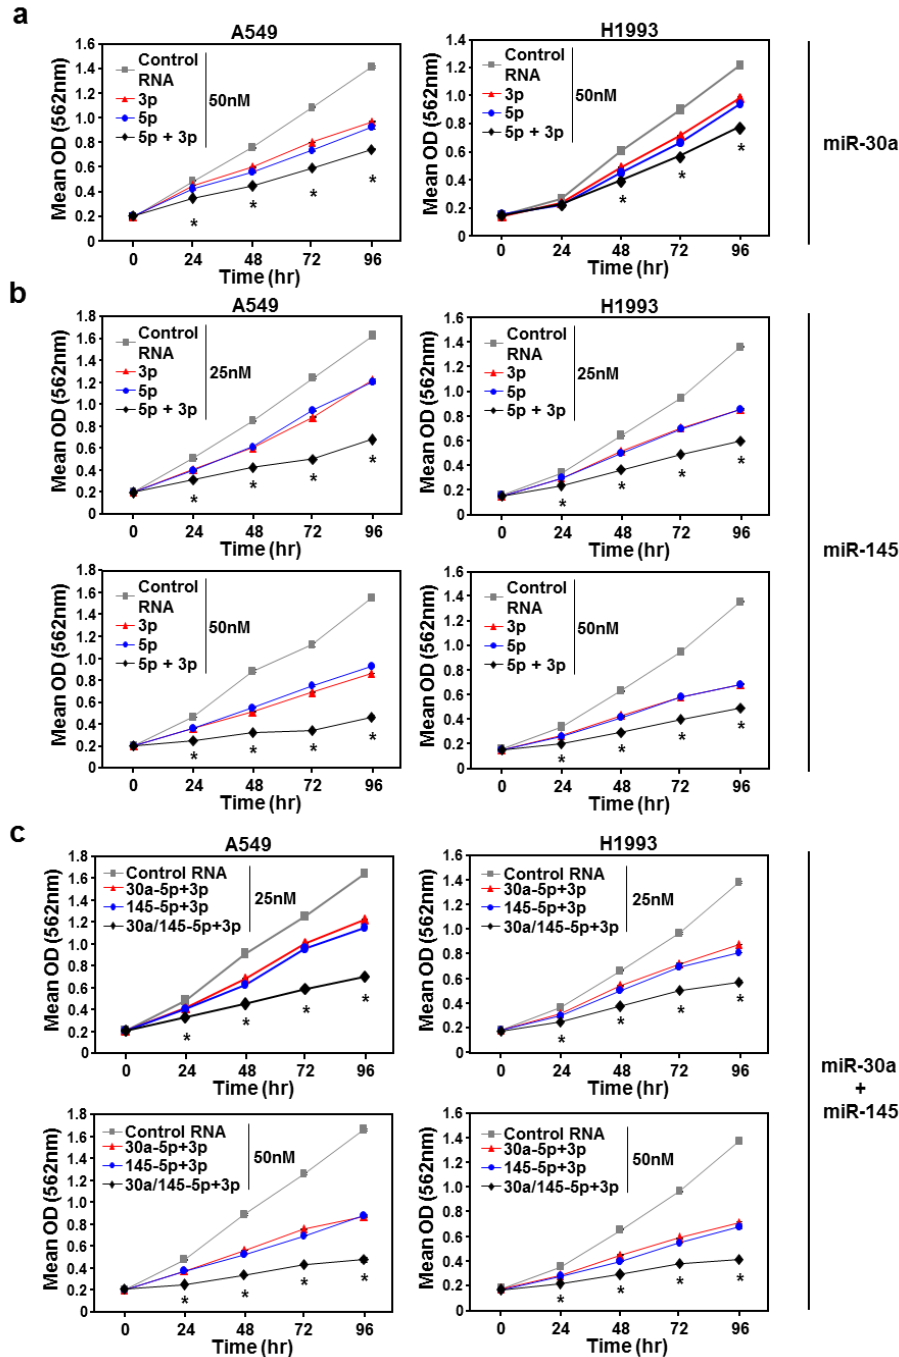

**Supplementary Figure 8. Simultaneous over-expression of both strands of miR-30a and/or miR-145 cooperate to decrease lung adenocarcinoma cell growth.** Lung cancer cell lines were transfected with 25 or 50nM miR-30a-5p, miR-30a-3p, miR-145-5p, miR-145-3p miRNA mimic, and/or negative control RNA. Control RNA was added to equalize the total amount of RNA transfected. MTT assays were performed at intervals, in quadruplicate. Each assay was performed 2 independent times for both cell lines and one representative experiment is shown. For a, A549,  $*P < 2.77 \times 10^{-5}$  and for H1993,  $*P < 2.58 \times 10^{-5}$ ; for b, A549,  $*P < 2.04 \times 10^{-5}$  at 25nM and  $*P < 6.65 \times 10^{-6}$  at 50nM and for H1993,  $*P < 4.19 \times 10^{-5}$  at 25nM and  $*P < 2.45 \times 10^{-6}$  at 50nM; for c, A549,  $*P < 2.96 \times 10^{-6}$  at 25nM and  $*P < 2.63 \times 10^{-6}$  at 50nM and for H1993,  $*P < 1.60 \times 10^{-5}$  at 25nM and  $*P < 1.20 \times 10^{-4}$  at 50nM; two-tailed *t*-tests (comparing 5p+3p to only the 5p or 3p mimic for a and b and comparing 30a-5p/3p+145-5p/3p to 30a-5p/3p or 145-5p/3p for c). Data are presented as mean values  $\pm$  SEM; error bars are within the symbols.

Supplementary Table 1. Fourteen TCGA cancer types

Supplementary Table 2. Number of cell lines used in RNAi and CRISPR screens that originated from the indicated primary tumor sites

Supplementary Table 3. miRNA whose down-regulation potentially induce survival/growth of cancer cell lines screened by RNAi

---

<sup>\$</sup>FDR (false discovery rate) adjusted gene set enrichment *P*-value.

Supplementary Table 4. miRNA whose down-regulation potentially induce survival/growth of cancer cell lines screened by CRISPR

<sup>§</sup>FDR (false discovery rate) adjusted gene set enrichment *P*-value.

Supplementary Table 5. Twenty-six miRNA whose two strands had differential expression in five or more cancer types compared to corresponding normal tissue samples

<sup>\$</sup>Listed miRNA have at least a 1.5 fold-change with adjusted *P*-value <0.05. *P*-values were adjusted using the Benjamini-Hochberg (1995)<sup>1</sup> multiple testing correction method.

Supplementary Table 6. Pathways significantly enriched with potential targets of miRNA-5p/3p pairs

---

<sup>\$</sup>FDR (false discovery rate) adjusted *P*-value (hypergeometric test). <sup>#</sup>Score: Coordinated regulation strength. A lower score corresponds to 5p/3p pair mediated greater coordinated regulation of pathway genes.

Supplementary Table 7. Top 20 significantly enriched gene sets in the down-regulated genes that positively or negatively regulate the biological processes listed

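A hypergeometric test asks whether a gene ontology term holds more of the genes called lower than a random draw of equally many genes would. Its result depends on the background from which the draw is made. A term can only be enriched through annotated genes, and 113 of the genes called lower with the miR-30a-5p mimic and 148 of those called lower with the miR-30a-3p mimic are annotated as protein coding.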

<sup>#</sup>FDR (false discovery rate) adjusted <sup>\$</sup>*P*-value (hypergeometric test).

Supplementary Table 8. Top 20\* significantly enriched gene sets in the up-regulated genes that positively or negatively regulate the biological processes listed

\*Only 13 pathways showed significant (FDR<0.05) enrichment. <sup>#</sup>FDR (false discovery rate) adjusted <sup>\$</sup>P-value (hypergeometric test).

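The terms in this table rest on genes that rose with the mimics. Of the genes at least 2-fold higher, 449 with the miR-30a-5p mimic and 308 with the miR-30a-3p mimic are annotated as protein coding. A gene can belong to several terms, so the listed terms do not count as separate observations.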

Supplementary Table 9. Overall survival association (z-score) of single strand, double strand, and signature (four strands) miRNA miR-30a and miR-145

<sup>§</sup>Lower the z-score indicates the greater association between miRNA down-regulation and reduced overall survival

## References

1. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate - a Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society Series B-Methodological* **57**, 289-300 (1995).
2. Yang X, et al. Both mature miR-17-5p and passenger strand miR-17-3p target TIMP3 and induce prostate tumor growth and invasion. *Nucleic Acids Res* **41**, 9688-9704 (2013).
3. Westermarck J, Kahari VM. Regulation of matrix metalloproteinase expression in tumor invasion. *FASEB J* **13**, 781-792 (1999).
4. Page-McCaw A, Ewald AJ, Werb Z. Matrix metalloproteinases and the regulation of tissue remodelling. *Nat Rev Mol Cell Biol* **8**, 221-233 (2007).

# Supplementary material for: Pan-cancer analysis reveals cooperativity of both strands of microRNA that regulate tumorigenesis and patient survival
**Source:** Nat Commun. 2020 Feb 20;11:968. doi: 10.1038/s41467-020-14713-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

All publicly available data referenced in our manuscript have been collected from GEO (<https://www.ncbi.nlm.nih.gov/gds/>), TCGA (<https://portal.gdc.cancer.gov/>), or the indicated websites.

Data analysis

Graphs were plotted using GraphPadPrism (7.01) software or R programming language. We make extensive use of previously published algorithms as described in the paper. Additional code used in this study is available upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

A Data availability section is in the manuscript after the Methods section.

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                  |
|-----------------|----------------------------------------------------------------------------------|
| Sample size     | The sample sizes were chosen based on previous literature and our own expertise. |
| Data exclusions | No data were excluded.                                                           |
| Replication     | Every experiment was replicated and this is stated in the figure legends.        |
| Randomization   | Not applicable                                                                   |
| Blinding        | For colony and migration assays, samples were blinded and then counted.          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                           | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                  |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC                                                                                             |
| Authentication                                                       | Cell lines had been previously verified with short tandem repeat authentication                  |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | A549 is on the list, but we verified they are A549 cells with short tandem repeat authentication |

How the deposited data were processed for this re-analysis (not part of the article)

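RNA from A549 cells, an established lung adenocarcinoma cell line, was sequenced 72 h after transfection with negative control RNA, the miR-30a-5p mimic or the miR-30a-3p mimic, with 3 replicates in each of 3 groups. As described in the paper, the authors sequenced the libraries on a NovaSeq instrument, mapped reads with STAR to the hg19 genome and counted them per gene with HTSeq. The authors deposited counts, which are raw reads per gene without normalization, and FPKM, which are fragments scaled to gene length and library size. How the FPKM values were computed, the annotation release, the strandedness, the read length and any trimming are not stated in the paper's text. Only the counts entered the tests, and FPKM served to recover the gene length.

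Total counts per library were between 18805133 and 22281820. Counting error covers only part of the uncertainty, since reads without molecular identifiers are not independent molecules. A fold change against a group whose libraries were all at or under a floor of 3 counts is given as a lower bound.

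Samples were grouped by the condition stated in their descriptions. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), which kept 15542 of 48162 genes. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization and the quasi-likelihood F-test on all 9 libraries with 6 residual degrees of freedom. The comparisons were each mimic against negative control RNA and one mimic against the other. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, the paper's thresholds. CPM, the counts scaled to library size, are given as mean ± SD over 3 libraries, and log2 fold changes use a prior count of 0.125.

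Gene sets were tested by GSEA with fgsea 1.28.0 on all tested genes ranked by the signed square root of the quasi-likelihood F statistic, with a random seed of 1. The KEGG pathways, the families of essential genes and the migration lists were written by symbol from general knowledge and are not the databases' own sets. S and G2/M phase genes came from Seurat 5.3.0. Interferon-stimulated genes, p53 targets and mitochondrially encoded mRNAs were added to the lists later. The lists held 4 symbols without a listed gene. Reactome, the gene ontology terms of WebGestalt, the essential gene list of Fig. 5b and the tumor data of the paper were not used here. Essential families and genes with seed sites were compared with the remaining genes by two-sided Kolmogorov-Smirnov tests, and list membership by two-sided Fisher's exact tests against all tested genes. A Kolmogorov-Smirnov test responds to any difference between distributions and does not test the median differences given beside it. Seed sites are matches of 7 or 8 bases to bases 2 to 8 of the mature strand in the longest annotated 3'UTR of a gene, and genes without a site have no match of 6 bases or more.

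Genes named in the text were chosen by a rule set beforehand: the cell cycle genes the paper names for miR-30a, for each mimic the 5 largest falls and 5 largest rises among called genes with at least 1 CPM in the higher group and no overlap between libraries of the groups, for each mimic the 5 largest falls on the KEGG cell cycle list under the same conditions without the fold threshold, and the 5 largest changes among called genes of each migration list. The 5 largest rises on the KEGG cell cycle list for each mimic, by the same conditions, were added after the values were seen. Some genes chosen by this rule are not reported here. Where another gene is named, the text says so.

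The alternatives were edgeR's exact test, DESeq2 1.42.0, RLE factors, library sizes alone, no filter on low counts, a filter of at least 1 CPM in 3 libraries, a fit to only the 6 libraries of a comparison, a replicate block, no fold threshold, glmTreat, a ranking by log2 fold change, camera (inter-gene correlation 0.01) and fry from limma 3.58.1, other definitions of essential families and seed sites, and the omission of each replicate in turn. The pipeline was tested on simulated data with 200 changed genes, of which 193 were recovered with 5 false calls. These genes all changed by more than 2-fold, with the same dispersion for every gene and no departing library. The recovery therefore does not carry over to small changes or to a library that departs from its group. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.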

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

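Apart from that of duplex sensing, the tests in this part, the direct contrasts of gene sets included, were chosen only after the results were seen.

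Cell cycle genes differed between the mimics in a direct contrast of miR-30a-5p with miR-30a-3p, whereas the paper reports both strands as lowering these pathways. The enrichment score of the difference was 2.256 for S phase genes (adjusted p = 1.33e-06, median log2 difference 0.34, 4 of 42 genes lower with miR-30a-5p). It was 1.781 for KEGG cell cycle genes (adjusted p = 0.000343, median 0.10, 42 of 116 lower) and 1.877 for KEGG DNA replication genes (adjusted p = 0.00112, median 0.21, 8 of 35 lower). Gene length and GC content were tested as an explanation by adjusting the ranking statistic, and likewise the log2 differences, for both. The scores, taken from the adjusted statistic, were 2.259, 1.916 and 1.869. The library of replicate 3 of the miR-30a-3p mimic was tested by leaving it out, and the scores were then 2.193, 1.919 and 2.129. The adjustment was small in this contrast: gene length and GC content held 3.07% of the variance of the ranking statistic across genes, and the median log2 difference of the S phase genes went from 0.343 to 0.307. Of the 4 splits of the 6 mimic libraries that part every same-numbered pair, the real split included, 1 gave a score as large for S phase genes, 1 for KEGG cell cycle genes and 2 for KEGG DNA replication genes. Such a test has a smallest share well above 0.05, and another split that parts fewer pairs reached 2.297 for S phase genes. Every other split sets mostly miR-30a-5p libraries against mostly miR-30a-3p libraries, so a real difference can raise its scores too. The difference therefore cannot be told apart from an accidental arrangement of libraries by splits alone. A strand-specific effect on S phase genes may be at work and remains a hypothesis.

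Interferon-stimulated genes, which the paper does not report on and which were not among the lists set beforehand, were higher with the miR-30a-5p mimic, with an enrichment score of 1.693 (adjusted p = 0.0166 over 3 tests), a median log2 fold change of 0.25, and 12 genes higher and 2 lower of 37 at an adjusted p under 0.05. Their direction held under the 4 scalings tried. Sensing of the transfected duplex as foreign RNA predicts a rise, but its test used the same genes (score 1.685 when the list was run alone) and therefore cannot decide for or against it. After adjustment for gene length and GC content the score was 1.872, so these did not account for the rise. The direct contrast with the miR-30a-3p mimic was not past the threshold (score 1.316, adjusted p = 0.152), so the rise is not shown to be specific to miR-30a-5p. The negative control RNA was transfected too, so a response common to all duplexes is not what the comparison measures. Apart from gene length and GC content, no explanation of the rise was tested that these data can decide. Splits of the libraries were not run for this list.

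Ribosomal protein genes, a family the paper does not discuss, were higher than the remaining genes with both mimics. The difference in median log2 fold change was 0.171 with miR-30a-5p (adjusted p = 3.97e-10) and 0.212 with miR-30a-3p (adjusted p = 7.45e-14) by the two-sided Kolmogorov-Smirnov test. Their own median log2 fold change was positive with both mimics under each of the 4 scalings tried. Of the 78 genes, 9 were higher and 1 lower with miR-30a-5p at an adjusted p under 0.05, and 15 were higher and 2 lower with miR-30a-3p. Adjusted for gene length and GC content, the differences were 0.172 and 0.155. Without replicate 3 of the miR-30a-3p mimic, the second was 0.0311, which shows that most of the miR-30a-3p difference depends on that library, although the Kolmogorov-Smirnov test remained past the threshold (n = 78 genes, p = 0.000184). That test responds to any difference between distributions and not to the median alone. Reads shared with the many ribosomal protein pseudogenes were not tested. A biological rise therefore cannot be told apart from technical sources.

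Aminoacyl-tRNA synthetase genes, also outside those the paper discusses, had a negative median log2 fold change with both mimics under each of the 4 scalings tried. The difference from the remaining genes was -0.321 with miR-30a-5p (adjusted p = 0.000346, 14 of 20 genes lower at an adjusted p under 0.05) and -0.323 with miR-30a-3p (adjusted p = 6.19e-05, 15 of 20). Adjusted for gene length and GC content the differences were -0.292 and -0.284, and without replicate 3 of the miR-30a-3p mimic the latter mimic gave -0.315. Seed sites in their own 3'UTRs were no more frequent than in other genes, with odds ratios of 0.469 for miR-30a-5p sites and 0.176 for miR-30a-3p sites. A lower amino acid response was tested on 40 other genes of that response, which had enrichment scores of -1.866 with miR-30a-5p and -2.006 with miR-30a-3p. These values are consistent with a weaker amino acid response with both mimics than with negative control RNA, and with a change in the medium or density of the cultures, which was not tested. Splits of the libraries were not run for this family.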

How the results depend on the processing

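The restriction of essential-family genes to those with a seed site was chosen only after the result was seen, and the other alternatives in this part were set before the data were examined. No cause was tested for the changes below.

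Across the alternatives, 358 values of the main results were recomputed: 316 kept their direction and side of the threshold (or stayed within 1.5 times of a count), 14 counts moved further, 9 values reversed, 12 became stronger and 7 weaker. Results that never changed included the miR-30a-3p KEGG cell cycle score (-2.456 to -1.682), the G2/M scores (-2.466 to -2.052 for miR-30a-5p and -2.666 to -2.363 for miR-30a-3p), the miR-30a-3p S phase score (-2.091 to -1.753), the seed site differences (-0.1614 to -0.108 and -0.2318 to -0.09983) and the odds ratio of migration-promoting genes (2.717 to 12.78).

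The KEGG cell cycle score of miR-30a-5p, 1.088, was not past the threshold and reversed with edgeR's exact test (-1.177), RLE factors (-1.121), no filter on low counts (-1.419), only the 6 samples of the comparison (-1.194) and a ranking by log2 fold change (-0.6688). Camera and fry gave a lower direction, with adjusted p of 0.4143 and 0.05739. Across the 6 fits that each left out one replicate it ranged from -1.104 to 1.137. The DNA replication score of miR-30a-5p passed the threshold with library size only (1.623), no filter on low counts (1.507) and only the 6 samples of the comparison (1.535), and ranged from 1.229 to 1.536 with one replicate left out. Ranked by log2 fold change, its S phase score was 1.306 and no longer past the threshold. The miR-30a-3p DNA replication score lost its threshold with at least 1 CPM in 3 samples (-1.473) and a ranking by log2 fold change (-1.255), and ranged from -1.946 to -1.23 with one replicate left out.

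The odds ratio of migration-restraining genes passed the threshold with library size only (2.309), no filter on low counts (2.555), at least 1 CPM in 3 samples (2.547), the replicate block (2.297) and no fold threshold (2.117), and ranged from 1.622 to 2.864 across the 9 fits that each left out one replicate. The miR-30a-3p difference of essential-family genes reversed to 0.01491 without the DNA replication and mitosis families, and was -0.1058 and not past the threshold among only those genes with a seed site.

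Counts of genes moved with the fold threshold. With no fold threshold, 2398 genes were lower and 2442 higher with miR-30a-5p, 2252 lower and 2148 higher with miR-30a-3p, 985 lower with both, 3665 lower with either, and 4467 differed between the mimics. With glmTreat, these counts were 20, 82, 39, 53, 3, 56 and 211.

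Of 823 values of genes chosen by the rules for named genes, 798 were unchanged, 21 became weaker (CCNA2, IGFBP5 and ANAPC11 with miR-30a-3p and SPINT1 with miR-30a-5p) and 4 reversed. The reversals were those of CDC7, which was near 0: with library size only, its log2 fold change was 0.005868 (miR-30a-5p) and 0.02203 (miR-30a-3p), and the latter ranged from -0.08758 to 0.09437 with one replicate left out. Among the genes past both thresholds, 146 for miR-30a-5p and 130 for miR-30a-3p were under 1 CPM, where the depth limits the precision of the fold change.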

Differences from the paper's values

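In the paper's Fig. 3f, the normalized enrichment score of the KEGG cell cycle pathway with the miR-30a-5p mimic is about -2.0 in Fig. 3f, read by eye, and the score computed here was 1.088 on a hand-written list. With miR-30a-3p the paper's score is about -4.2 in Fig. 3f, read by eye, and the score here was -2.182. None of the alternatives set before the data were examined closed either gap. The setting that called the cell cycle pathway lower with miR-30a-5p was the fit with no filter on low counts, with a score of -1.419 (adjusted p = 0.0249). The other alternatives gave scores from -1.194 to 1.194.

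The paper states that DNA replication was lowered by both strands, from KEGG and Reactome sets. Its text does not name the set behind this term, and Reactome was not used here. On a hand-written KEGG list the score with miR-30a-5p was 1.362, not past the threshold (adjusted p = 0.0927, GSEA). It was positive under every alternative run (0.9027 to 1.623). S phase genes had 1.771.

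The paper states that genes raised by the mimics were enriched for terms that restrain cell movement (Supplementary Table 8). On a hand-written list of such genes the odds ratio was 2.11 (p = 0.0634, two-sided Fisher's exact test). It was past the threshold of 0.05 with library size only (2.309), no filter on low counts (2.555), at least 1 CPM in 3 samples (2.547), a replicate block (2.297), no fold threshold (2.117) and 3 of the 9 fits that each left out one replicate.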

Other observations

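The tests of immediate-early genes, of gene length and GC content in interferon-stimulated genes, of neighbouring genes, of replicate 3 of the miR-30a-3p mimic, of the length of 3'UTRs, and of splits for all results other than counts of changed genes were chosen only after the results were seen.

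Other splits of the libraries were compared with the real ones among the 4 splits of 6 libraries that part all same-numbered pairs. The 6 further splits part fewer pairs. A result as large as the real one arose in 1 of 4 splits (the real one itself) for the number of genes at least 2-fold different with miR-30a-5p, with miR-30a-3p and between the mimics. No other split gave such a gene, whereas at an unadjusted p under 0.05 they gave 103 to 421, 91 to 673 and 73 to 1068 genes against 7862, 5714 and 5566 for the real splits. For miR-30a-5p, a result as large arose in 1 of 4 splits for the KEGG cell cycle, KEGG DNA replication and S phase scores, the essential-family difference and the seed site difference, and in 2 of 4 for the G2/M score. For miR-30a-3p it arose in 1 of 4 for the KEGG cell cycle score and the seed site difference, and in 2 of 4 for the KEGG DNA replication, S phase and G2/M scores and the essential-family difference. With 4 splits no share can fall under 0.05. Every other split also sets mostly libraries of a real group against mostly libraries of the other, so a real effect can raise its scores. These splits are therefore not free of the effect under test. Over all 9 other splits, the largest essential-family difference exceeded the real one for both mimics. For results on all 9 libraries, 100 splits that give each group one library of every replicate number were drawn, the real one included. As many genes lower with both mimics arose in 9 of 100, as many lower with either in 6, as large an odds ratio of migration-promoting genes in 6, and as large an odds ratio of migration-restraining genes in 13. Of these 100, 2 other splits keep the real groups with a mimic in the place of the control, and gave 250 and 128 genes lower with both.

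Genes of the KEGG cell cycle list with a seed site of the transfected strand changed by -0.137 relative to those without for miR-30a-5p (exact rank-sum p = 0.0435) and by -0.112 for miR-30a-3p (exact rank-sum p = 0.004), which is consistent with seed sites contributing to the falls. Adjusted for gene length and GC content, the shift of cell cycle genes from the remaining genes went from -0.0689 to -0.0567 with miR-30a-5p and no longer past the threshold (n = 116 genes, p = 0.0551, two-sided Kolmogorov-Smirnov test), and from -0.192 to -0.145 with miR-30a-3p (n = 116 genes, p = 9.34e-09). A p53 response may lower cell cycle genes, but p53 targets had enrichment scores of 0.7892 and -1.222, neither past the threshold.

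Genes with the reversed seed motif had median log2 fold changes relative to genes with neither motif of -0.022 with miR-30a-5p and -0.089 with miR-30a-3p, against -0.118 and -0.186 for genes with the site, so the composition of 3'UTRs accounts for part of the difference at most. The difference between genes with and without a site was then taken in the log2 ratio of one mimic to the other. For miR-30a-3p sites it was -0.117, but for miR-30a-5p sites it was -0.0127, since genes with these sites also fell with the miR-30a-3p mimic (-0.131). With all libraries, the miR-30a-5p difference was therefore not told apart from an effect of any mimic. Without replicate 3 of the miR-30a-3p mimic, the ratio gave -0.0765, which goes against an effect of any mimic as the whole explanation, and the fall of the same genes with the miR-30a-3p mimic was -0.0443. With all libraries and adjustment for 3'UTR length and mean expression in a linear model, their fall with the miR-30a-3p mimic was -0.0501. The unadjusted -0.131 is a difference in medians, so the contrast of these values does not measure what 3'UTR length and expression account for. Leaving out replicate 3 of the miR-30a-3p mimic thus removed much of this fall and not all of it, and a fall remained after the adjustment. Genes with miR-30a-3p sites also fell with the miR-30a-5p mimic, relative to genes without (-0.069). Without replicate 3 of the miR-30a-3p mimic, their difference with their own mimic went from -0.184 to -0.0998. For these sites the ratio of the mimics was not taken without that library, so how far the -0.117 depends on it is not known.

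The correlation of the mimics' log2 fold changes across genes was 0.408 with shared control libraries and fell to 0.194 at the lowest of the 6 ways of giving each mimic libraries of its own. Under the rule set for this test, shared controls may explain the correlation, though it fell without vanishing and fewer control libraries also add noise. Genes lower with both mimics did not carry sites of both strands more often than other genes (odds ratio 0.501, p = 1, two-sided Fisher's exact test).

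Interferon-stimulated genes had an enrichment score of 1.178 with the miR-30a-3p mimic when the list was run alone, which was not past the threshold, and 1.165 after adjustment for gene length and GC content.

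EGR1 and FOSB, which had among the largest falls with miR-30a-5p, are immediate-early genes. Both also fell with miR-30a-3p, at log2 fold changes of -1.895 and -1.948. A fall of the whole class was tested on 32 other members whose values had not been examined. Their enrichment score was 1.247 with miR-30a-5p, which goes against it, and -2.062 with miR-30a-3p (n = 32 genes, p = 0.000164), which is consistent with it. Members with a seed site differed from those without by 0.247 with miR-30a-5p and -0.688 with miR-30a-3p, neither past the threshold of an exact rank-sum test (p = 0.162 and p = 0.19).

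Genes at least 2-fold higher lay near each other on chromosomes more often than chance placement gives. Pairs within 50 kb numbered 67 with miR-30a-5p, where 10000 random sets matched on expression gave 21.8 on average (permutation p = 0.0001, the smallest they can give), and 51 with miR-30a-3p against 11.3 (permutation p = 0.0001, the smallest they can give). The pairs include related genes, overlapping antisense transcripts and mitochondrial copies, whose reads can be shared, so no biological explanation was tested. Among genes at least 2-fold lower, pairs numbered 5 with miR-30a-5p against 1.75 (permutation p = 0.0368) and 4 with miR-30a-3p against 2.3 (permutation p = 0.203).

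The log2 ratio of replicate 3 of the miR-30a-3p mimic to the other libraries of its group fell with gene length. The Spearman correlation was -0.693 across 9710 genes, against -0.388 to 0.236 for libraries of the other groups. Replicates 1 and 2 of the miR-30a-3p mimic had 0.598 and 0.55, but their ratios are taken against replicate 3 as well. The departure of replicate 3 was therefore the one examined. A difference in RNA integrity or library preparation could give this departure, and the labels do not record either.

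The paper names CCNA2, CCNE2, CDC7 and DBF4 from tumor data in Fig. 5d. With the miR-30a-5p and miR-30a-3p mimics, CCNA2, which overlaps EXOSC9 on the other strand, had log2 fold changes of -0.44 (adjusted p = 0.000577) and -0.22 (adjusted p = 0.0347) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The second ranged in adjusted p from 0.0117 to 0.113 over its alternatives. CCNE2 had 0.23 (adjusted p = 0.328) and 0.14 (adjusted p = 0.569), and CDC7 had -0.02 (adjusted p = 0.89) and -0.01 (adjusted p = 0.943) by the same edgeR test with Benjamini-Hochberg adjustment.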
